# Aberrant induction of p19^Arf^-mediated cellular senescence contributes to neurodevelopmental defects

**DOI:** 10.1371/journal.pbio.3001664

**Published:** 2022-06-14

**Authors:** Muriel Rhinn, Irene Zapata-Bodalo, Annabelle Klein, Jean-Luc Plassat, Tania Knauer-Meyer, William M. Keyes

## Abstract

Valproic acid (VPA) is a widely prescribed drug to treat epilepsy, bipolar disorder, and migraine. If taken during pregnancy, however, exposure to the developing embryo can cause birth defects, cognitive impairment, and autism spectrum disorder. How VPA causes these developmental defects remains unknown. We used embryonic mice and human organoids to model key features of VPA drug exposure, including exencephaly, microcephaly, and spinal defects. In the malformed tissues, in which neurogenesis is defective, we find pronounced induction of cellular senescence in the neuroepithelial (NE) cells. Critically, through genetic and functional studies, we identified p19^Arf^ as the instrumental mediator of senescence and microcephaly, but, surprisingly, not exencephaly and spinal defects. Together, these findings demonstrate that misregulated senescence in NE cells can contribute to developmental defects.

## Abstract 2

Does cellular senescence contribute to developmental birth defects? This study shows that valproic acid induces cellular senescence in neuroepithelial cells, the precursors of all adult brain cells, and blocks their differentiation, suggesting that aberrant senescence in the embryo may contribute to postnatal cognitive defects.

## Introduction

Cellular senescence is a form of permanent cell cycle arrest induced in response to a variety of stimuli. Senescence arrest is mediated by activation of cell cycle inhibitors including p21, p16^Ink4a^, and p19^Arf^ [1–3]. In addition, the arrested cells are highly secretory, producing a complex cocktail of cytokines, growth factors, extracellular matrix, and other proteins, collectively known as the senescence-associated secretory phenotype (SASP). This can exert significant functional effects on the microenvironment, prominently including the activation and recruitment of immune cells to remove the senescent population. However, the SASP can also exert other effects including promoting cell proliferation, angiogenesis, and epithelial–mesenchymal transition (EMT), in addition to cell plasticity and stemness [4–6]. Although senescence is mostly associated with aging and disease, other studies have shown how senescent cells can have beneficial functions in various settings including embryonic development, tissue repair and regeneration, and tumor suppression and reprogramming [1,2,7,8]. Therefore, the current view is that timely, controlled, and efficiently cleared senescent cells can have beneficial effects on tissue development and regeneration. However, when there is mistimed or chronic induction of senescence, then this contributes to aging and disease including neurodegenerative disease, fibrosis, and arthritis [2,3,9].

During embryonic development, cells exhibiting features of senescence are detected in precise areas and at critical stages of development, including in the apical ectodermal ridge (AER) of the limb, the hindbrain roofplate, the mesonephros, and the endolymphatic sac [10,11]. Here, it is thought that the controlled induction of senescence contributes to cell fate patterning and tissue development, while the efficient removal of these cells aids in tissue remodeling [1,2,12]. In the embryo, senescence is mediated by p21, but appears not to involve the induction of p16^Ink4a^ and p19^Arf^, which are both expressed from the *Cdkn2a* gene (Ink4a/Arf locus). Indeed, in the embryo, this locus is epigenetically silenced and becomes active in adult life in response to oncogene expression or the aging process [13–15]. Therefore, as mistimed induction of senescence is linked with many adult diseases, we wanted to explore whether aberrant senescence might be implicated in developmental disease.

As a first model to investigate such a possible association, we investigated embryonic exposure to valproic acid (VPA). This drug is widely used to treat a number of illnesses, including epilepsy and bipolar disorder. However, since its initial use, there have been many thousands of cases of women taking VPA during pregnancy, subsequently giving birth to children with birth defects [16–18]. In many cases, these were inadequately counseled about the associated risks, and drug use during pregnancy has continued. Common associated congenital malformations include spina bifida, facial alterations, and heart malformation, with additional risk of limb defects, smaller head size (microcephaly), cleft palate, and more, with higher doses associated with increased risk [16–18]. However, the most widespread consequences of VPA exposure are cognitive impairment and autism spectrum disorder (ASD), which occur in 30% to 40% of exposed infants, and which can occur without any major physical deformity [16,19–21].

The connection between VPA exposure and birth defects has been aided significantly by studies in rodent and primate models, leading to the hypothesis that cognitive defects arise from disruption of early neurodevelopment, around the stage of neural tube closure [21–24]. During this period (approximately embryonic day (E) 8.5 to E9.5 in mice), the early neuroepithelium amplifies, bends, and closes to generate the neural tube, which is lined by neuroepithelial (NE) cells. During neural tube closure, the NE cells divide symmetrically to self-renew and expand [25]. With the onset of neurogenesis, they differentiate into radial glial (RG) cells, which then undergo symmetric proliferative divisions to amplify their pool in the ventricular zone (VZ) of the neuroepithelium [26]. As development proceeds, they transition to asymmetric neurogenic divisions to produce cortical neurons directly or indirectly by amplifying progenitors including the basal progenitors (BPs) [26–28]. These steps must be tightly coordinated, and any perturbation of NE or progenitor function may have consequences on later cortical neuron development that could contribute to microcephaly and other neurodevelopmental disorders including cognitive impairment and ASD.

The molecular mechanisms by which VPA perturbs development are mostly unknown, but likely result from its function as a histone deacetylase inhibitor (HDACi) [29]. Interestingly, in this capacity, VPA is also broadly used in cancer therapy and has been shown to induce cellular senescence in certain settings, through direct activation of key senescence mediators including p21, p16^Ink4a^, and p19^Arf^ [30]. Given these associations, we investigated whether aberrant activation of senescence by VPA exposure might contribute to the associated developmental defects.

## Results

### Valproic acid induces exencephaly, microcephaly, and spinal cord defects in mice

Drawing from earlier VPA exposure studies in mice [23,31], we established a time-course paradigm for assessing acute and developmental phenotypes caused by VPA during embryonic development (see experimental scheme Fig 1A). Although it has been shown that acute dosing of mice can model many key features of drug exposure in humans, mice have high drug tolerance and clearance capacity, and as such, comparatively higher doses are used to model exposure. Also, although in humans VPA causes spina bifida, a posterior neural tube closure defect where part of the spinal cord and nerves are exposed, in mice, exencephaly, a defect of anterior neural tube closure where the brain is located outside of the skull, has been noted [32]. Here, we first analyzed E13.5 embryos from pregnant female mice that had been dosed 3 times around E8. As previously observed, we identified prominent and recurrent defects, such as exencephaly (Fig 1B). However, we also observed that a large proportion of the mice displayed a small brain phenotype resembling microcephaly, a finding which was previously underestimated in mice (Fig 1B). Next, we analyzed VPA-exposed embryos at earlier developmental stages and could visually distinguish these same phenotypes at E10.5 (Fig 1C). When we examined even earlier embryos at E9.5, they also presented with characteristic phenotypes, but at these early stages, care needs to be taken with regard to potential differences in developmental timing. In general, these embryos frequently presented with open neural tube (approximately 29%) and/or smaller brains (approximately 39%) (Fig 1C), suggesting that these may ultimately give rise to, respectively, the exencephaly and microcephaly phenotypes observed at later stages. Furthermore, at these earlier stages, additional deformations were obvious, including somite absence, fusion or gross misalignment (Fig 1D), kinked neural tubes, and hypoplastic pharyngeal arches. Critically, quantitative measurements showed that VPA-treated embryos, just like controls, had all turned, but were significantly shorter in length, and had fewer quantifiable somites as a result of the malformations (S1 Fig). This analysis uncovers distinct separate responses to VPA that were not previously characterized and demonstrate that VPA can cause early phenotypic changes during mouse brain development that recapitulate features of VPA exposure in humans.

**Fig 1:**
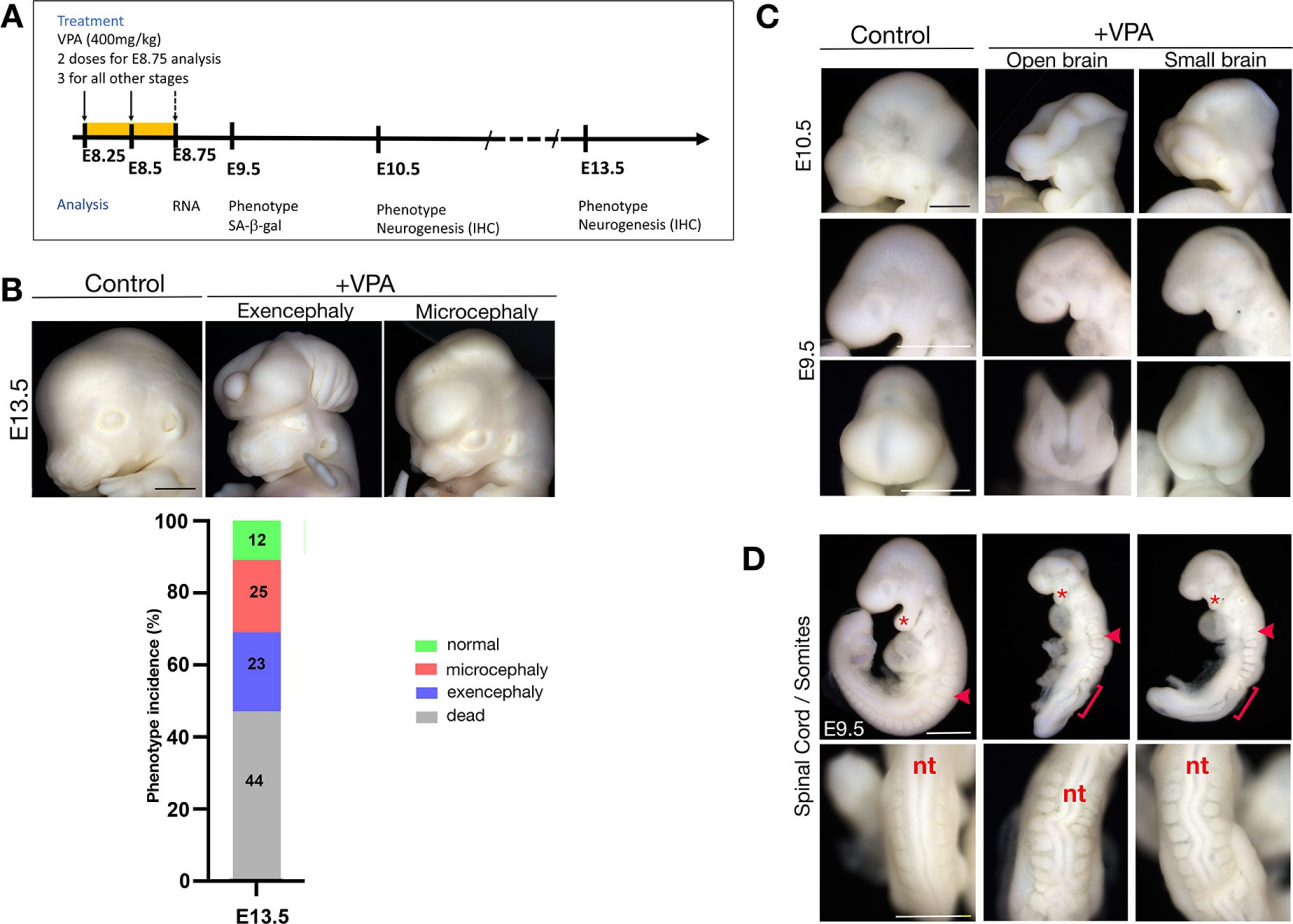
VPA treatment induces developmental defects, including exencephaly, microcephaly, and abnormal spinal cord development. **(A)** Schematic of experimental treatment of mice with VPA and timeline of analysis. **(B)** Top: embryonic head phenotypes in CD1 mice at E13.5 resulting from VPA exposure. Scale bar, 1 mm. Bottom: phenotype incidence at E13.5 (*n* = 45 embryos from 4 litters). **(C)** Embryonic head phenotypes in CD1 mice at E10.5 and E9.5. Scale bar, 500 μm. **(D)** Lateral views (top) and dorsal views (bottom) of control and VPA-treated embryos dissected at E9.5, illustrating the pronounced curve in the nt and abnormally shaped somites observed (arrowhead and brackets), and hypoplastic pharyngeal arches (asterisks). Scale bar, 500 μm. E, embryonic day; IHC, Immunohistochemistry; nt, neural tube; VPA, valproic acid.

### Valproic acid induces ectopic senescence in neuroepithelial cells

Next, we investigated whether cellular senescence was a feature in VPA-exposed mouse embryos. First, we performed wholemount staining to assess for activity of the senescence marker senescence-associated beta-galactosidase (SA-β-gal) on E9.5 control or VPA-exposed embryos presenting with the open-brain or small-brain phenotypes. We found that ectopic SA-β-gal activity was prominent in the forebrain and hindbrain in both open-brain and small-brain embryos (Fig 2A, arrow). Notably, this ectopic staining was absent in both the spinal cord and the malformed somites. When we sectioned the embryos, we found that SA-β-gal activity was localized in the NE cells, the embryonic precursors of neurons and glia in the brain (Fig 2B). Interestingly, the SA-β-gal staining was predominantly localized at the apical border of the NE cells. We next assessed proliferation in these cells to confirm their senescent status. Measuring EdU incorporation, we confirmed that VPA-exposed mouse embryos had a significant decrease in staining throughout the forebrain, which was noticeably reduced in the apical borders (Figs 2C, S2A, and S2B). To confirm this, we also performed anti-phospho-histone H3 (PHH3) staining, which labels apical NE cell proliferation, and which again showed a significant reduction in proliferation in the NE cells of VPA-treated embryos (S2C Fig). Next, we assessed cell death levels by wholemount TUNEL staining. Here, the VPA-exposed embryos had a visible increase of cell death in the forebrain regions, while, as expected, both control and VPA-exposed embryos had cell death at the neural fold tips. However, when sectioned, we did not detect any cell death in the NE cells where the senescence staining was located, further supporting that VPA induces senescence in the NE cells (S3 Fig). Finally, we dissected the forebrain and midbrain regions from wild-type or VPA-exposed small-brain embryos at E8.75 and performed quantitative real-time PCR (qRT-PCR) for senescence genes, including cell cycle inhibitors and secreted components of the SASP. We found that *p21*, *p19*^*Arf*^, and *p16*^*Ink4a*^ and the SASP genes *IL6*, *IL1a*, *IL1b*, and *Pai1* were strongly induced in VPA-exposed embryos (Fig 2D). Together, these data uncover that VPA induces ectopic senescence in NE cells during developmental neurogenesis.

**Fig 2:**
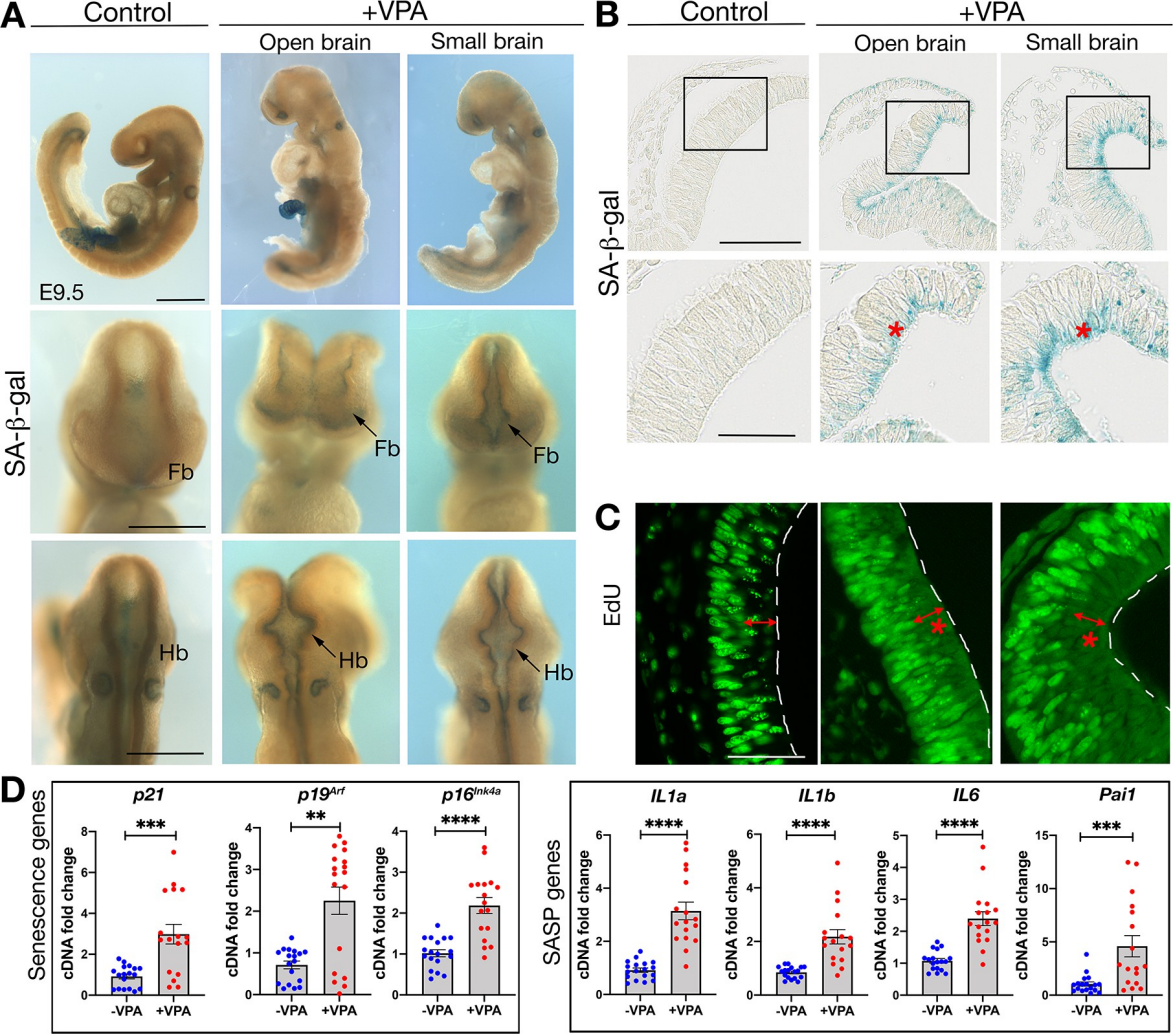
Senescence is induced in the forebrain and hindbrain neuroepithelium of VPA-treated embryos. **(A)** Whole mount SA-β-gal staining in control and VPA-treated embryos at E9.5 (*n* = 18 embryos from 7 litters). Top row, lateral views. Scale bar, 500 μm. Middle row, frontal views and bottom row, dorsal views. Scale bars, 50 μm. Fb, forebrain. Hb, Hindbrain. **(B)** Sections through whole mount SA-β-gal stained forebrains (scale bar, 100 μm). Box shows the region imaged in lower panel (scale bar, 50 μm). Red asterisks highlight senescent cells. (*n* = 8 embryos from 4 litters). **(C)** EdU incorporation in NE cells. Red asterisks indicate location of senescent cells (*n* = 6 embryos from 5 litters), and the double arrows highlight the apical zone. White dashed lines indicate apical surface of the neural tube. EdU, 5-ethynyl-2′-deoxyuridine. Scale bar, 50 μm. **(D)** qRT-PCR analysis on E8.75 forebrain + midbrain, for senescence markers (p21, p19^Arf^, and p16^Ink4a^) and SASP genes (IL1a, IL1b, IL6, and Pai1) (*n* = 17 to 18 embryos from 3 different litters). Data bars represent mean ± SEM. Mann–Whitney test: **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. E, embryonic day; NE, neuroepithelial; qRT-PCR, quantitative real-time PCR; SA-β-gal, senescence-associated beta-galactosidase; VPA, valproic acid.

### Neural differentiation is reduced by valproic acid exposure

To investigate the potential impact of such aberrant senescence on later cortical development, we analyzed telencephalic corticogenesis at subsequent developmental stages. NE cells undergo differentiation into progenitors, which will then give rise to neurons and glia. When we performed immunostaining in small-brain embryos for the neural progenitor markers Pax6 (apical progenitors) and Tbr2 (intermediate progenitors), and for the neuronal differentiation marker Tuj1, we found a significant decrease in progenitors and neurons in VPA-exposed embryos at E10.5 (S4 Fig) and E13.5 (Fig 3). Overall, these data associate early aberrant senescence in NE cells of the embryo with decreased neurogenesis and impaired cortical development.

**Fig 3:**
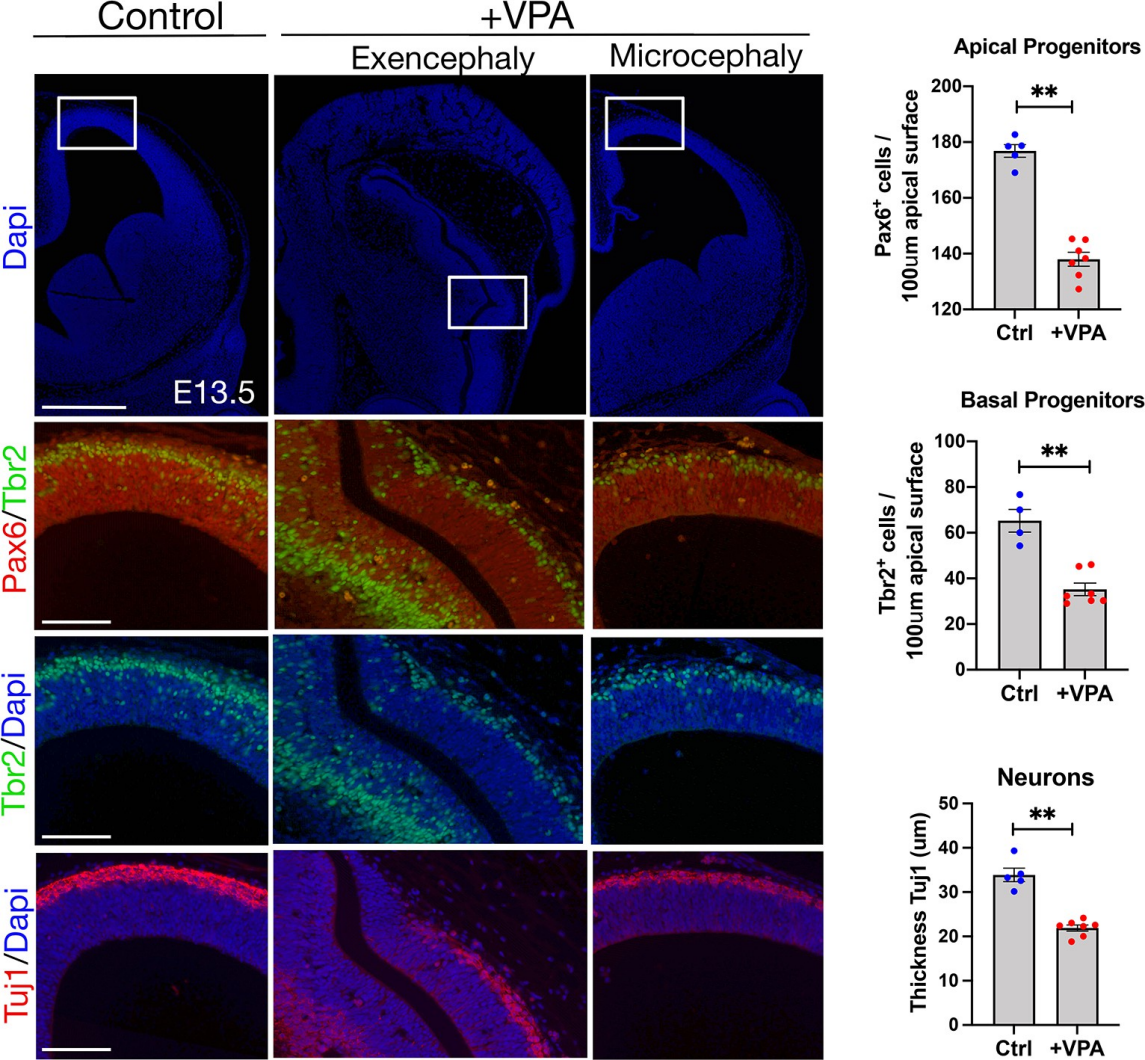
VPA treatment and senescence induction is associated with decreased neurogenesis. Immunostaining for Pax6, Tbr2, and Tuj1 on cortical sections (coronal) of E13.5 embryos. Box highlights the region in lower images. Scale bar, 500 μm (top row), 100 μm (rest). Quantification of Pax6 and Tbr2 positive progenitors or the thickness of the neuronal layer in the microcephalic cortical vesicles (for each condition, 5 embryos from at least 4 different mothers were analyzed). Data bars represent mean ± SEM. Mann–Whitney test: **p ≤ 0.01. The data underlying this figure can be found in S1 Data. E, embryonic day; VPA, valproic acid.

### Human cerebral organoids exhibit senescence in response to valproic acid treatment

We next sought to assess if VPA exposure might similarly induce senescence in human NE cells and used cerebral organoids to investigate this possibility. We grew human organoids as previously described [33] and exposed these to different concentrations of VPA at time points equivalent to the same developmental stages in mouse. Specifically, we treated cultures with 1 to 2 mM VPA from day 18 to 25 and analyzed the organoids upon VPA removal at day 25, or allowed the organoids to develop until day 42, when neuronal differentiation could be assessed (Fig 4A).

**Fig 4:**
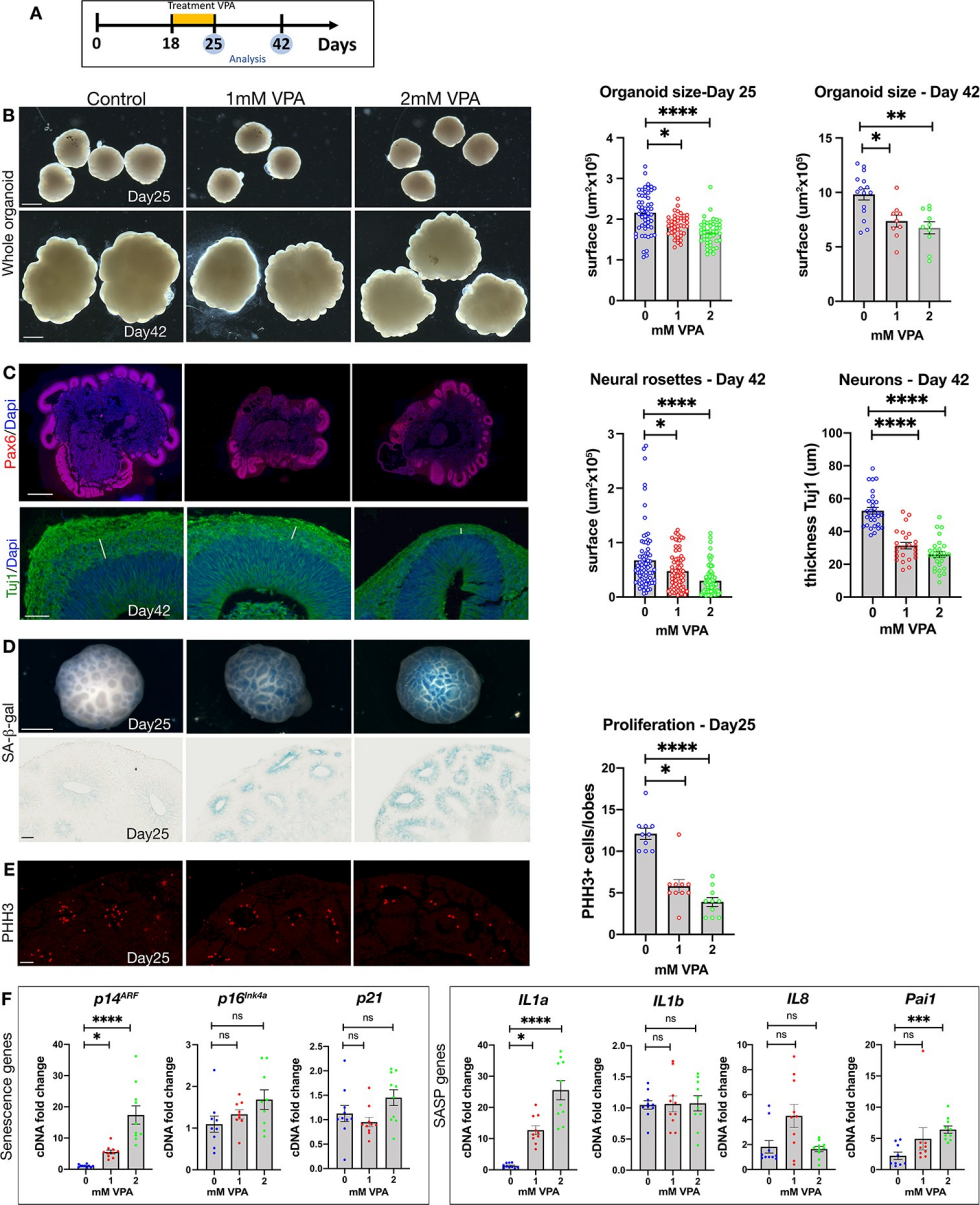
Human cerebral organoids treated with VPA show a decreased size, impaired neurogenesis, and induction of senescence in NE cells. **(A)** Schematic for organoid cultures experiments. **(B)** Left: Bright field images of cerebral organoids at days 25 and day 42. Scale bar, 1 mm. Right: organoid size (μm^2^) at day 25 (*n* = 52 (Control), 41 (1 mM VPA), 45 (2 mM VPA), 4 independent experiments) and day 42 (*n* = 15 (Control), 9 (1 mM VPA), 10 (2 mM VPA), 4 independent experiments). Data bars represent mean ± SEM. Kruskal–Wallis test: *p ≤ 0.05, **p ≤ 0.01 and ****p ≤ 0.0001. **(C)** Left: Immunostaining on sections of control and VPA-treated organoids for Pax6 (red) or Tuj1 (green), counterstained with Dapi (blue). Scale bar, 500 μm (Pax6) and 50 μm (Tuj1). Right: Neural rosette area at day 42 (*n* = 79 (Control), 76 (1mM VPA), 79 (2 mM VPA), 4 independent experiments), and neuron layer thickness (μm) at day 42 (*n* = 30 (Control), 24 (1 mM VPA), 28 (2 mM VPA), 4 independent experiments). Data bars represent mean ± SEM. Kruskal–Wallis test: *p ≤ 0.05, and ****p ≤ 0.0001. **(D)** Whole mount SA-β-gal staining of day 25 organoids (scale bar, 500 μm). Sections show SA-β-gal staining in the neuroepithelium (scale bar, 50 μm) (*n* = 5 (Control), 5 (1 mM VPA), 5 (2 mM VPA), 3 independent experiments). **(E)** Left: Immunostaining on sections of control and VPA-treated organoids for PHH3 (red) at day 25. Scale bar, 50 μm. Right: Proliferation quantification at day 25. (*n* = 10 (Control), 10 (1 mMVPA), 10 (2 mMVPA), 2 independent experiments). Data bars represent mean ± SEM. Kruskal–Wallis test: *p ≤ 0.05 and ****p ≤ 0.0001. **(F)** qRT-PCR analysis for senescence markers (*p21*, *p14*^*ARF*^, *p16*^*INK4A*^) and for SASP genes (*IL1a*, *IL1b*, *IL8*, and *Pai1*) (*n* = 10 organoids from 4 independent experiments). Data bars represent mean ± SEM. Kruskal–Wallis test: ns, not significant, *p ≤ 0.05, ***p ≤ 0.001 and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. NE, neuroepithelial; PHH3, phospho-histone H3; SA-β-gal, senescence-associated beta-galactosidase; VPA, valproic acid.

Exposure to VPA caused a significant decrease in organoid growth that persisted after drug removal (Fig 4B). As in mice, we assessed cortical neurogenesis in VPA-treated organoids and found a significant reduction in neural rosette size and progenitor number, as measured by Pax6 and Sox1/Tbr2 staining, respectively (Figs 4C and S5), and impaired differentiation of neurons, as measured by Tuj1 (Fig 4C). When we assessed senescence using wholemount SA-β-gal staining, we detected a strong induction in the organoids following VPA treatment, which upon sectioning was found to be present specifically in the NE cells (Fig 4D). Proliferation was also decreased in these cells, as measured by anti-PHH3 staining (Fig 4E). Of course, while it may be considered that rosette size is smaller owing to the decreased total organoid size, we believe that the reduction in rosette size is likely a determinant of the overall size impairment, especially as senescence was detected specifically in the NE cells. Finally, we assessed expression of key senescence mediators by qRT-PCR at day 25. Interestingly, we observed a significant induction of *p14*^*ARF*^ (human ortholog of p*19*^*Arf*^) and the SASP genes *IL1a* and *Pai1*, but no change in *p16*^*INK4A*^ or *p21* expression (Fig 4F).

### p19^Arf^ deficiency rescues senescence and microcephaly induced by valproic acid

Thus far, our experiments uncovered that exposure to VPA causes a pronounced induction of senescence in NE cells that is associated with a marked decrease in proliferation and neurogenesis. However, we wanted to investigate if aberrant senescence is functionally coupled to the observed phenotypes and impaired neurogenesis. To address this, we employed genetic loss of function models deficient in the main senescence mediators *p21*, *p19*^*Arf*^, or *p16*^*Ink4a*^ and treated pregnant mice, each individually deficient for these genes, with VPA, and assessed the E9.5 embryo phenotypes. Surprisingly, we found that *p21*- and *p16*^*Ink4a*^-deficient embryos had no visible improvement in any phenotype (S6 Fig). With regard to *p19*^*Arf*^-deficient embryos exposed to VPA, these displayed no rescue of open-brain incidence, nor somite number and spinal curvature defects relative to wild-type mice (S7 Fig). Interestingly, however, they were noticeably improved, with regard to the incidence and/or severity of the small-brain phenotype (Fig 5A and 5B). To validate our observations, we measured the combined forebrain and midbrain area in all embryos. At this early stage (1 day after VPA exposure), we found that the forebrain/midbrain size in *p19*^*Arf*^-deficient embryos was significantly larger compared to wild-type VPA-exposed embryos, an effect that was not present in *p21*- and *p16*^*Ink4a*^ -deficient embryos (Fig 5A). The lessened size reduction *p19*^*Arf*^-deficient embryos was also evident with in situ hybridization for the forebrain marker *Six3* (S8 Fig). To assess whether the size difference phenotype correlated with changes in senescence, we again assessed SA-β-gal staining and found that VPA-exposed *p19*^*Arf*^-deficient mice had reduced expression in the NE cells relative to VPA-exposed wild-type embryos (Fig 5C). Again, this decrease was not detectable in *p21*- and *p16*^*Ink4a*^-deficient embryos (S9 Fig). Furthermore, when assessed by qRT-PCR, *p19*^*Arf*^ deficiency was associated with a decrease in *p16*^*Ink4a*^ and a reduced SASP response (S10 Fig). In agreement with the results from human organoids, this data points to *p19*^*Arf*^ as a mediator of VPA-induced senescence in the embryo.

**Fig 5:**
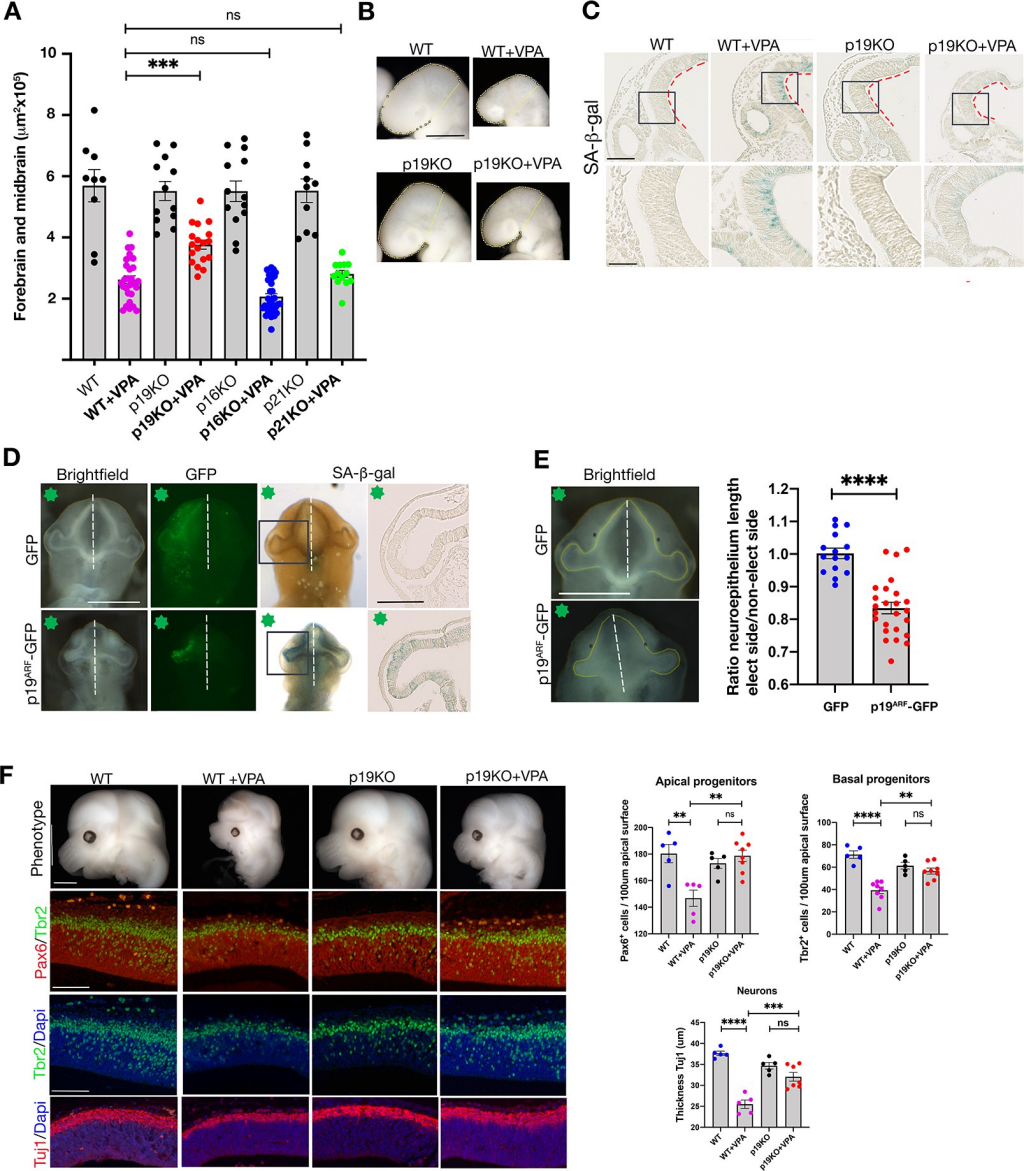
p19^Arf^ expression causes senescence and VPA-induced microcephaly. **(A)** Graph shows surface area of forebrain and midbrain in each condition, WT, *n* = 9 embryos from 4 litters, WT+VPA, *n* = 29 embryos from 14 litters, p19KO, *n* = 12 embryos from 4 litters, p19KO + VPA, *n* = 18 embryos from 7 litters, p16KO, *n* = 13 embryos from 4 litters, p16KO + VPA, *n* = 34 embryos from 8 litters, p21KO, *n* = 11 embryos from 4 litters, p21KO + VPA, *n* = 13 embryos from 8 litters. Data bars represent mean ± SEM. Kruskal–Wallis test: ns, not significant, **p ≤ 0.01 and ****p ≤ 0.0001. **(B)** Bright field images of E9.5 embryonic heads, indicating area of the forebrain and midbrain (yellow line). Scale bar, 500 μm. **(C)** Representative brain sections of E9.5 SA-β-gal stained WT or p19KO (scale bar, 100 μm). Box shows the region imaged in lower panel (scale bar, 50 μm). Red dashed lines indicate apical surface of the neural tube. WT, *n* = 5 embryos from 3 litters, WT+VPA, *n* = 6 embryos from 4 litters, p19KO *n* = 5 embryos from 3 litters for p19KO, p19KO + VPA *n* = 9 embryos from 3litters. **(D)** Ventral views of chick embryos at stage HH12, electroporated with a GFP or a p19^Arf^-GFP plasmid. Green star indicates electroporated side. Scale bar, 500 μm. Embryos were stained for SA-β-gal activity. Boxes indicate sectioned area of forebrain neuroepithelium shown. Scale bar, 100 μm **(E)** Brightfield embryos with yellow line shows length of neuroepithelium. Scale bar, 500 μm. Graph shows ratio of length of neuroepithelium in electroporated side compared to control side. GFP, *n* = 15 embryos from 4 different electroporations, p19^Arf^-GFP, *n* = 25 embryos from 9 different electroporations. Data bars represent mean ± SEM. Unpaired *t* test: ****p ≤ 0.0001. **(F)** Images showing the cortical vesicles from microcephaly embryos. Scale bar, 1 mM. Immunostaining on cortical sections, E.13.5, for Pax6, Tbr2, Tuj1, and counterstained with Dapi. Scale bar, 100 μm. Graphs showing number of Pax6 and Tbr2 positive progenitors or the thickness of the Tuj1 neuronal layer in the cortical vesicles (for each condition, minimum 5 embryos from at least 4 different mothers were analyzed). Data bars represent mean ± SEM. One-way ANOVA plus Tukey post hoc test: ns, no significant, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. E, embryonic day; KO, knockout; SA-β-gal, senescence-associated beta-galactosidase; VPA, valproic acid; WT, wild-type.

To further investigate this association and to determine if ectopic p19^Arf^ expression is sufficient to induce senescence and cause developmental defects when aberrantly expressed in the neuroepithelium, we electroporated mouse *p19*^*Arf*^ into the NE cells of chick embryo forebrains. In comparison to GFP-control plasmid, we found that *p19*^*Arf*^ expression caused a unilateral perturbation of development, decreasing forebrain size, and induced strong ectopic SA-β-gal activity in the NE cells (Figs 5D, 5E and S11). These data demonstrate that aberrant *p19*^*Arf*^ expression is sufficient to induce senescence and developmental defects.

Finally, to conclusively demonstrate that aberrant senescence contributes to impaired neurodevelopment, we asked whether p19^Arf^ deficiency would rescue some of the major defects caused by VPA exposure. To answer this question, we measured progenitor and neuronal status during cortical neurogenesis at later stages, when neurodevelopment has progressed further. As p19^Arf^ deficiency only rescued the small-brain phenotype at early stages, here now we analyzed the microcephaly phenotype. As before, wild-type embryos exposed to VPA and examined at E13.5 presented with characteristic features of microcephaly, and with a significant reduction in the number of progenitors and neurons (Fig 5F). Strikingly, however, *p19*^*Arf*^-deficient mice were not as susceptible to VPA exposure, and presented with a rescue of the microcephalic features, and significantly increased numbers of progenitors, and increased thickness of the neuronal zone relative to wild-type embryos. These experiments conclusively demonstrate that p19^Arf^, in response to VPA, drives a senescence-mediated block in neurogenesis.

### Pathways associated with neurodevelopmental defects are rescued in p19^Arf^-deficient mice

Given that *p19*^*Arf*^ deficiency is protective for early VPA-induced embryonic developmental defects, we wanted to begin to understand the underlying mechanism at a molecular level. To this end, we performed RNA sequencing (RNA-seq) on the forebrain/midbrain region from both wild-type and *p19*^*Arf*^-deficient embryos, either treated or untreated with VPA. 

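Transcripts of Cdkn2a, the gene that encodes p19Arf and p16Ink4a, were counted in all 4 WT+VPA embryos and in none of the 4 untreated WT embryos. The 4 WT+VPA libraries held 1, 10, 7 and 3 counts, or 0.203 CPM (counts scaled to library size) over the group. The 4 p19KO+VPA libraries held 2, 0, 1 and 0 counts, and all 4 p19KO libraries held 0. A count of 0 allows up to 0.0303 CPM in WT and 0.032 CPM in p19KO (3 counts of the group's total). Reads without molecular identifiers are not independent molecules, so such limits cover counting error only. Cdkn2a lies on chromosome 4 of GRCm38 from 89274471 to 89294653, its counts do not separate the p19Arf transcript from the p16Ink4a transcript, and they were too few to be tested. Each library holds the forebrain and midbrain of 1 embryo at E8.75, with 4 embryos in each of the 4 groups WT, WT+VPA, p19KO and p19KO+VPA. VPA, an inhibitor of histone deacetylases, was given to the mother at E8 in 2 doses of 400 mg/kg, and control mothers received PBS. The libraries were made by amplifying whole cDNA without strand information, and the authors counted reads per Ensembl gene with HTSeq after alignment with STAR. The deposited values are these raw counts, 22180579 to 28746973 per WT library, 22738397 to 29918143 per WT+VPA library, 20951171 to 25096776 per p19KO library and 21518279 to 25226536 per p19KO+VPA library. Expression was compared with edgeR's quasi-likelihood test over all 16 libraries, after TMM scaling, for 17177 genes that passed a filter on low counts. The Benjamini-Hochberg adjusted p had to be under 0.05, and the VPA effect in WT minus the VPA effect in p19KO was tested as a difference of its own. Gene lists for the phenotypes and pathways were written from general knowledge before the data were examined, and are not the term lists of the paper's enrichment analysis. Treatment separated the libraries more than genotype did. The first principal component held 77.4% of the variance and ran from -42.33 to -29.36 in untreated embryos and from 28.65 to 42.21 in VPA-exposed embryos of either genotype. The codes of all 4 WT+VPA embryos share 1 prefix, whereas the other groups hold 3 or 4 prefixes each, and the paper's text does not say what the prefix stands for. If it marks the litter, litter and treatment cannot be separated within the WT+VPA group. Y-linked genes exceeded 10 CPM in 2 of 4 WT, 0 of 4 WT+VPA, 2 of 4 p19KO and 3 of 4 p19KO+VPA libraries.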

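VPA exposure changed the expression of most genes in WT forebrain and midbrain, with 5115 genes lower and 5163 higher in WT+VPA than in WT (edgeR, n = 4 embryos per group). More genes needed for neural tube closure, for head size and in autism fell than rose. Fgf17, a growth factor made at the boundary between midbrain and hindbrain, fell by 4.60 ± 0.35 on the log2 scale (SE, adjusted p = 4.74e-09). Hes3, a repressor that keeps neural progenitors undifferentiated, fell by 3.30 ± 0.28 (adjusted p = 1.7e-08). The other large falls among well-counted genes were in Emcn, an endothelial surface protein (-4.15), Bend3, a transcriptional repressor (-3.66), Col3a1, a fibrillar collagen (-3.54), and Ldlr, the receptor for low-density lipoprotein (-3.14). The largest rises among well-counted genes (an average log2 CPM of at least 3 and every VPA library above every control library) were in Slc17a7, a vesicular glutamate transporter of neurons (6.71 ± 0.45), and Cfap206, a protein of motile cilia (5.90). They were followed by Gch1, the first enzyme of tetrahydrobiopterin synthesis (5.31 ± 0.18), Plk5, a polo-like kinase (5.16), Rasa4, a Ras GTPase activator (5.12), and Padi2, a peptidylarginine deiminase (5.09). Of 73 tested genes whose loss leaves the mouse neural tube open, 44 were lower, 6 were higher and 23 did not pass (45 lower and 6 higher when adjusted over the list alone). Hectd1, a ubiquitin ligase (-1.31 ± 0.10, adjusted p = 7.56e-09), and Traf4, a signalling adaptor (-1.60), fell. Casp3, a caspase of apoptosis (0.49), and Bcl10, an adaptor of NF-kappaB signalling (0.62), rose. Of 58 genes mutated in primary microcephaly or microcephalic dwarfism, 29 were lower, 8 were higher and 21 did not pass, with the same counts when adjusted over the list alone. Nbn, a sensor of DNA breaks, fell by 2.25 ± 0.13 (adjusted p = 2.16e-10), and Trmt10a, a tRNA methyltransferase, fell by 1.99. Stambp, a deubiquitinase (0.52), and Donson, a replication factor (0.36), rose. Of 88 genes with recurrent damaging mutations in ASD, 57 were lower, 12 were higher and 19 did not pass, again with the same counts when adjusted over the list alone. The histone methyltransferase gene Nsd1 (-1.52 ± 0.09, adjusted p = 4.45e-10) and the chromatin insulator gene Ctcf (-1.28) fell. The neuronal RNA-binding protein genes Elavl3 (2.92 ± 0.20) and Celf4 (2.42) rose. As groups, these lists fell relative to all other genes, with medians of -0.54, -0.34 and -0.65 and adjusted p = 0.000197, 0.00268 and 4.58e-05 (limma's camera, correlation preset at 0.01). With a correlation estimated from the libraries none of the calls held, at adjusted p = 0.311, 0.411 and 0.402 with an estimated correlation. Fry, which tests only whether the genes of a list move one way, did pass with a trend in transcript length removed from each library (adjusted p = 2.33e-07, 1.08e-07 and 8.53e-08). Markers of tissues other than neuroepithelium also moved. Of 15 endothelial genes, 13 were lower and 0 higher (13 and 1 when adjusted over the list alone), among them Etv2, a factor of early endothelium (-2.13 ± 0.24), and Tek, an angiopoietin receptor (-1.38). Of 13 neural crest genes, 8 were lower and 1 was higher, also when adjusted over the list alone, with falls in Sox10, a crest factor (-2.96 ± 0.22), and Plp1, a myelin protein (-2.07), and a rise in Snai2, a factor of crest delamination (0.57). Both groups fell by camera (adjusted p = 0.000854 and 0.0174), but each had an adjusted p = 0.311 with an estimated correlation. How many genes count as lower depends on the scaling: 49.8% of the called genes were lower with TMM and 34.3% with library size alone, which moved the median of all genes to 0.24.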

Through phenotype pathway analysis of differentially expressed genes, it was evident that many neurodevelopmental and ASD-related phenotypes, including exencephaly and microcephaly, were associated with significantly down-regulated genes in VPA-exposed wild-type mice (Fig 6A). Specifically, these gene signatures were associated with Wnt and Hippo signaling [34] (S12A Fig). 

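More genes of the Hippo and Wnt pathways fell than rose in WT+VPA. Of 40 tested Hippo genes, 25 were lower, 5 were higher and 10 did not pass in WT+VPA relative to WT, with the same counts when adjusted over the list alone. Yap1, the coactivator that the pathway restrains, fell by 1.67 ± 0.12 on the log2 scale (SE, n = 4 embryos per group, adjusted p = 3.5e-09 from edgeR), and its DNA-binding partner Tead2 fell by 1.33 ± 0.09 (adjusted p = 2.26e-09). Wwtr1, which encodes the related coactivator TAZ, rose by 0.83 ± 0.10, and Taok3, a kinase that can activate the pathway, rose by 2.90 ± 0.17. Ccn1, a direct YAP target, also rose (1.88 ± 0.23, adjusted p = 1.54e-06), as did the partner gene Tead1 (0.68 ± 0.15). The median of the Hippo list was -0.50 (camera, adjusted p = 0.00599, but adjusted p = 0.411 with an estimated correlation). Its call also ended with trends in transcript length and GC content removed, at a median of -0.30 (adjusted p = 0.0501). Of 73 tested Wnt genes, 33 were lower, 15 were higher and 25 did not pass (35 lower and 15 higher when adjusted over the list alone). Wnt6, a ligand, fell by 2.36 ± 0.24 (adjusted p = 1.43e-07). Falls were also seen in Bcl9, a coactivator of beta-catenin (-1.11 ± 0.11), Axin1, a scaffold of the complex that degrades beta-catenin (-1.16 ± 0.14), and Tle3, a corepressor (-1.21). The ligand gene Wnt11 rose by 3.45 ± 0.36 (adjusted p = 3e-07), and Ctnnbip1, an inhibitor of beta-catenin, rose by 0.80. The median of the Wnt list was -0.255 (camera, adjusted p = 0.0436, but adjusted p = 0.483 with an estimated correlation). This call rests on single libraries: the adjusted p was 0.0738 without the WT embryo B6J10-4, 0.0645 without the WT+VPA embryo B6J15-3 and 0.0754 without the WT+VPA embryo B6J15-4. It was also lost with library size alone (-0.01, adjusted p = 0.0908), with at least 10 counts required in every library (adjusted p = 0.124) and with edgeR on the 8 WT libraries (adjusted p = 0.0511). Limma-voom (adjusted p = 0.0619) and fits with a length trend or length and GC trends removed (adjusted p = 0.149 and 0.0733) lost it too. Fry, which does not compare a list with other genes, passed for the Wnt and Hippo lists with the length trend removed (adjusted p = 0.000331 and 1.88e-05). Among Reactome sets, signaling by Hippo held 13 lower genes of 20 (one-sided Fisher's exact test, adjusted p = 0.0263). Signaling by Wnt held 75 lower genes of 220 (adjusted p = 0.762), and its branch through TCF held 61 of 156 (adjusted p = 0.226). In p19KO+VPA the TCF branch did pass, with 62 lower genes of 156 (adjusted p = 0.0134). Signaling by Wnt (73 of 220, adjusted p = 0.248) and signaling by Hippo (6 of 20, adjusted p = 0.988) did not.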

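VPA changed nearly as many genes in p19KO embryos as in WT embryos, with 4677 genes lower and 5036 higher in p19KO+VPA than in p19KO (edgeR, n = 4 embryos per group). Most changes were shared: across genes the log2 fold changes in the 2 genotypes had a Pearson r of 0.866, although genes are not independent replicates. Among genes with an average log2 CPM of at least 3 whose VPA libraries all lay beyond the control libraries, Fgf17 (-4.04), Hes3 (-3.12), Emcn (-3.11), Bend3 (-3.04), Nmnat1, an enzyme of nuclear NAD synthesis (-2.88), and Kctd15, a regulator of neural crest (-2.84), fell most. The largest rises among these genes were in Cfap206 (5.72), Slc17a7 (5.60), Rasa4 (5.44), the neuronal sodium pump gene Atp1a3 (5.09), the vitamin D receptor gene Vdr (5.07) and Cyp46a1, which hydroxylates cholesterol in neurons (4.97). The lists fell less in p19KO embryos than in WT embryos. Of the neural tube closure genes, 36 were lower, 17 were higher and 20 did not pass, with the same counts when adjusted over the list alone. Their median was -0.29 (camera, adjusted p = 0.0321, but adjusted p = 0.578 with an estimated correlation). This call was lost without the p19KO embryo ARF6-2 (adjusted p = 0.068) and without the p19KO+VPA embryo ARF16-2 (adjusted p = 0.0978). It was also lost with at least 10 counts required in every library (adjusted p = 0.0813) and with a covariate for Y-linked counts (adjusted p = 0.0566). Of the ASD genes, 39 were lower, 11 were higher and 38 did not pass (40 lower and 12 higher when adjusted over the list alone), with a median of -0.315 (adjusted p = 0.0109, but 0.578 with an estimated correlation). The microcephaly genes (20 lower, 11 higher, median -0.10, adjusted p = 0.131), the Hippo genes (13 lower, 8 higher, median -0.15, adjusted p = 0.215) and the Wnt genes (20 lower, 18 higher, median 0.03, adjusted p = 0.862) did not pass as groups. The 3 lists had the same counts when adjusted over the list alone, and the microcephaly and Hippo medians were above 0 (0.10 and 0.05) with library size alone. The microcephaly list did pass with fry (adjusted p = 0.00833) and with DESeq2 on 16 libraries (adjusted p = 0.025) or on 8 (adjusted p = 0.0401). Tested as a difference between genotypes, the fall was larger in WT by a median of -0.28 for neural tube closure, -0.25 for microcephaly, -0.22 for ASD, -0.24 for Wnt and -0.27 for Hippo genes (camera, adjusted p = 0.000953, 0.000953, 0.000782, 0.000782 and 0.0135). None of these differences held with an estimated correlation (adjusted p = 0.646 for each list), with fry (adjusted p at least 0.147) or in an exact permutation of genotype within treatment (adjusted p at least 0.132). The genes behind this included Tcof1, a nucleolar factor of the neural crest (difference -1.34 ± 0.31, SE), Smarca4, an ATPase of chromatin remodeling (-0.87 ± 0.17), and Pcnt, a centrosome scaffold (-0.73 ± 0.18). Lmnb1, a nuclear lamin (-0.58 ± 0.13), and Smarcc2, a remodeler subunit (-1.15 ± 0.26), followed. Zmynd8, a chromatin reader (-1.05 ± 0.24), and Axin1 (-0.87 ± 0.20) fell more in WT as well, while Ccn1 rose more in WT (1.33 ± 0.31). None of these genes passed over all genes, with adjusted p from 0.0603 to 0.068. All 8 did pass without the WT embryo B6J12-1 (adjusted p up to 0.0363) or the p19KO+VPA embryo ARF16-2 (up to 0.0306). All but Pcnt passed without B6J15-2 (up to 0.0483), and Smarca4 and Smarcc2 without ARF7-1 (0.0391 and 0.0453). When adjusted over the list alone, the difference was negative for 18 neural tube closure, 7 microcephaly, 8 ASD, 2 Wnt and 11 Hippo genes and positive for 1, 1, 0, 0 and 2, the 2 Hippo genes being Ccn1 and Tead1, which rose in WT. In untreated embryos the same lists were already lower in p19KO than in WT, by a median of -0.24, -0.15, -0.22, -0.21 and -0.27 (camera, adjusted p = 2.26e-05, 0.0106, 3.49e-06, 2.04e-05 and 2.01e-05). Each had an adjusted p of at least 0.872 with an estimated correlation. With a trend in transcript length removed from each library the medians of the differences between genotypes were -0.155, -0.12, -0.04, -0.195 and -0.10, and none passed (adjusted p at least 0.0967). Over all genes, only Wdfy1, an endosomal phosphoinositide-binding protein, passed the test of the difference, rising by 2.79 ± 0.15 in WT and by 0.19 ± 0.15 in p19KO (adjusted p = 5.6e-06). The unadjusted p was under 0.05 for 3986 genes, and DESeq2 called 1431 genes and limma-voom 713. The edgeR count rose to 796 without the WT embryo B6J12-1, 406 without the WT+VPA embryo B6J15-2, 135 without the p19KO embryo ARF7-1 and 2056 without the p19KO+VPA embryo ARF16-2. It was 6 without ARF8B-3 and 2 without ARF6-2 or ARF9-3.

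**Figure D1:**
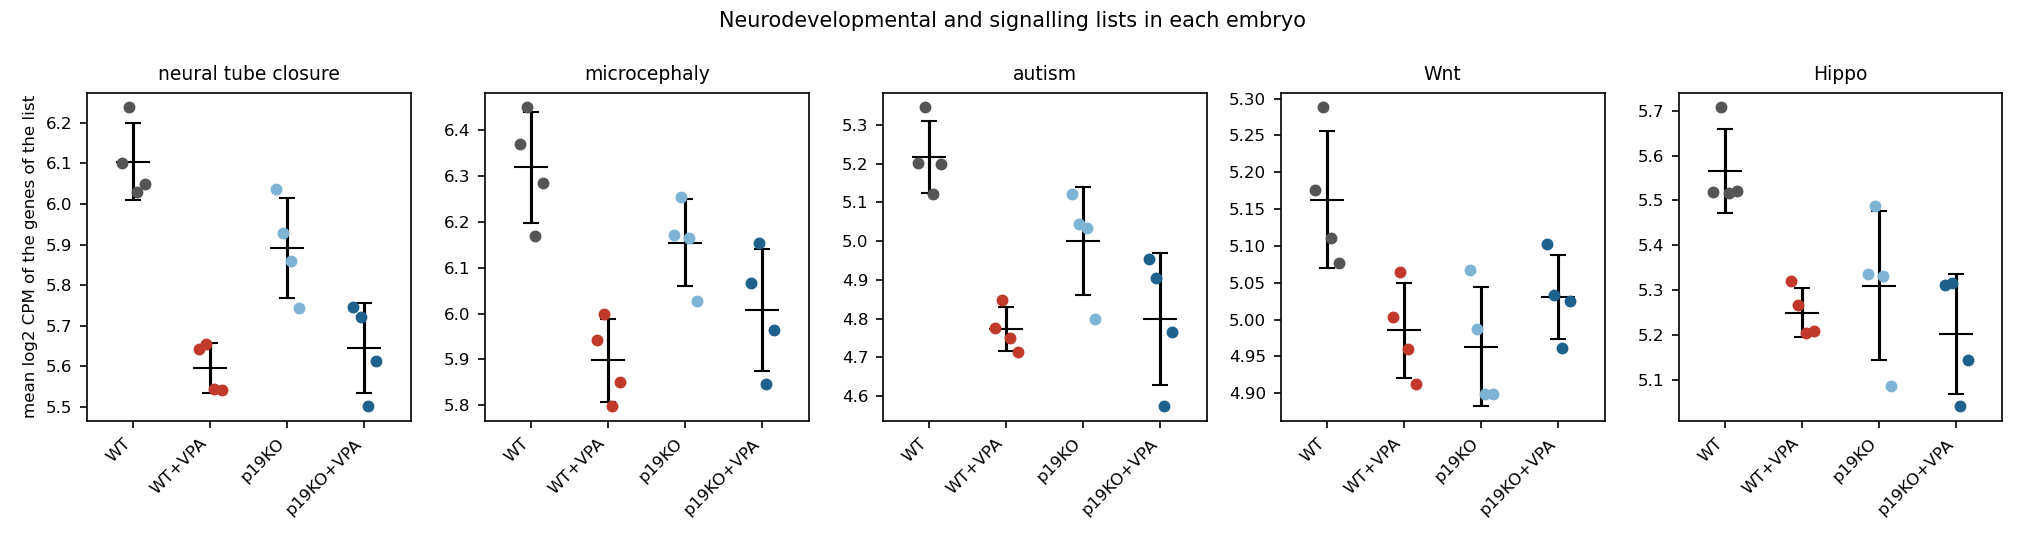
Mean log2 CPM of the genes of 5 lists in each embryo, with 4 embryos per group as points and the group mean ± SD as bars, on axes that do not start at 0. The ASD list lies from 5.12 to 5.35 in WT, 4.72 to 4.85 in WT+VPA, 4.80 to 5.12 in p19KO and 4.57 to 4.95 in p19KO+VPA.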

In *p19*^*Arf*^-deficient animals, however, most of these signatures were significantly less affected, confirming our phenotypic observations of the genetic backgrounds (Figs 6A and S12A).

**Fig 6:**
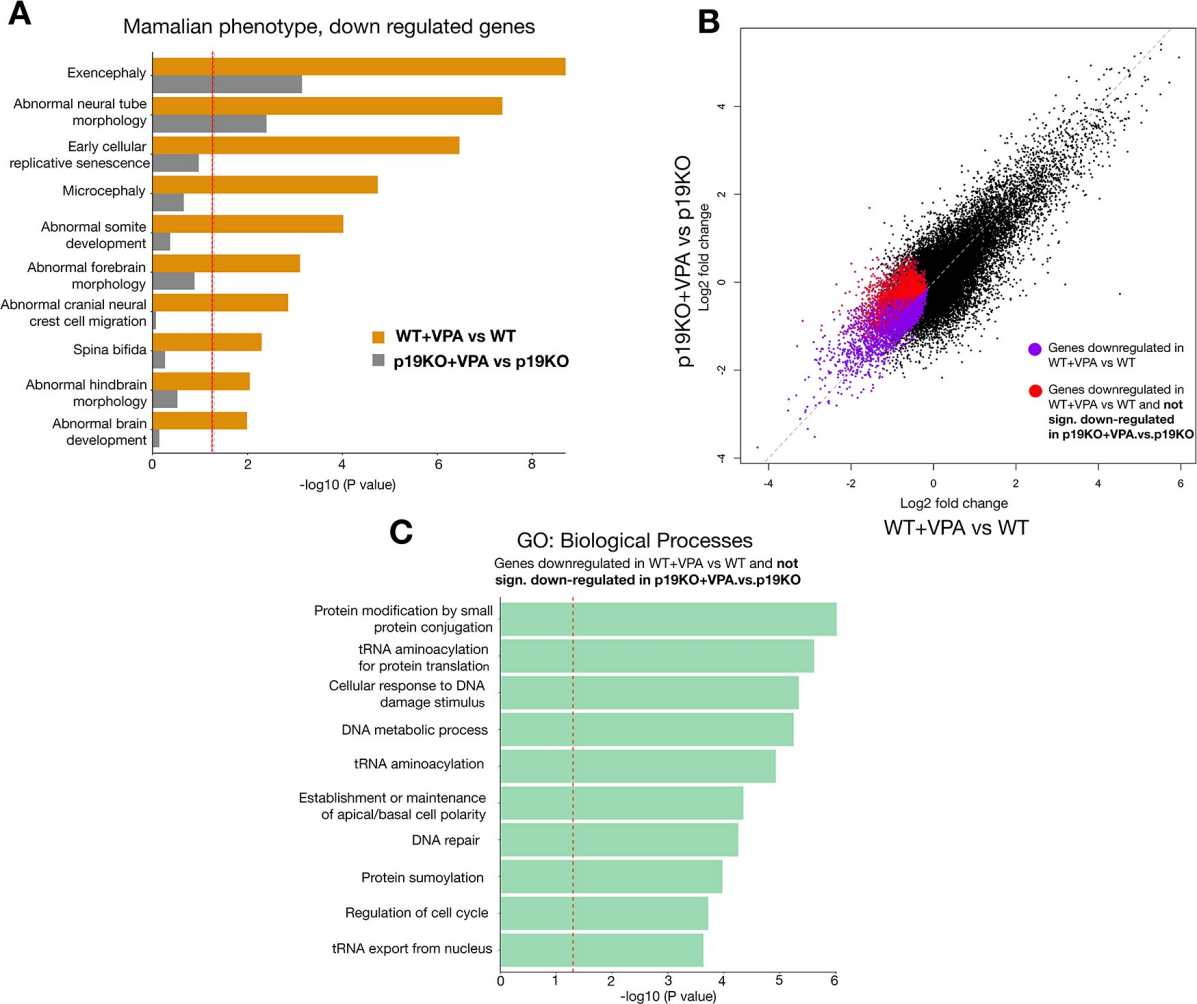
*p19*^*Arf*^ deficiency rescues VPA-induced gene signatures associated with neurodevelopmental defects. **(A)** Selected Mammalian Phenotype pathway analysis terms on the down-regulated genes from RNA-seq of the forebrain and midbrain **(B)** Scatter plot showing mRNA fold changes for the genes in WT+VPA compared to WT, and in p19KO + VPA compared to p19KO. **(C)** GO Biological Process pathway analysis on genes highlighted in E with red dot. The data underlying this figure can be found in S1 Data. KO, knockout; RNA-seq, RNA sequencing; VPA, valproic acid; WT, wild-type.

Genetic population studies have identified candidate genes associated with microcephaly and ASD [35,36]. Many of these genes are significantly decreased in both the forebrain and midbrain of VPA-exposed wild-type embryos, including Chd8, Dyrk1a, Fmr1, Cep63, and others. However, most were not restored upon *p19*^*Arf*^ loss (S12B and S12C Fig), suggesting that senescence may be regulated independently or downstream of these specific genes. Therefore, to get a better understanding of how p19^Arf^ might induce these ectopic phenotypes, we analyzed the subset of genes that were significantly down-regulated in VPA-exposed wild-type embryos, but that were not significantly decreased in *p19*^*Arf*^-deficient embryos (genes depicted in red in Fig 6B). 

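Chd8, Dyrk1a, Fmr1 and Cep63 were each lower in WT+VPA than in WT, and in p19KO+VPA all 4 lay close to their level in WT+VPA. Chd8 encodes a chromatin remodeler and lies on chromosome 14 of GRCm38 from 52198151 to 52257780. It fell from 43.5 ± 5.95 CPM in WT to 26.3 ± 2.43 in WT+VPA (SD, n = 4 embryos), a log2 fold change of -0.73 ± 0.13 (SE, adjusted p = 0.000121 from edgeR). In p19KO embryos it fell from 33.3 ± 4.42 to 26.3 ± 3.40 (-0.34 ± 0.13, adjusted p = 0.036), a call that is not firm. The adjusted p for Chd8 was 0.118 without ARF6-2, 0.0787 without ARF7-1, 0.0522 without ARF18-1, 0.14 without ARF16-2 and 0.102 without ARF17-2. It also missed the threshold with DESeq2 on 16 libraries (adjusted p = 0.0615), edgeR on 8 (0.0682) and library size alone (0.373). Dyrk1a, a kinase gene dosage-sensitive in brain growth, lies on chromosome 16 from 94570010 to 94695517. It fell from 86.9 ± 6.18 CPM to 33.4 ± 4.90 in WT (-1.38 ± 0.14, adjusted p = 2.36e-07) and from 72.3 ± 7.83 to 36.2 ± 7.75 in p19KO (-1.0 ± 0.14, adjusted p = 1.19e-05). Fmr1, the RNA-binding protein gene of fragile X syndrome, lies on chromosome X from 68678541 to 68717963. It fell from 136 ± 16.9 CPM to 93.2 ± 15.8 in WT (-0.55 ± 0.14, adjusted p = 0.00266), and its change from 111 ± 12.6 to 88.6 ± 15.7 in p19KO did not pass (-0.32 ± 0.14, adjusted p = 0.0605), though it did without ARF19-3 (0.0326) or ARF8B-3 (0.0256). The WT call for Fmr1 was lost with library size alone (-0.31, adjusted p = 0.0692) and with length and GC trends removed (-0.17, adjusted p = 0.115). Cep63, a centrosome gene mutated in microcephaly, lies on chromosome 9 from 102584588 to 102626534. It fell from 68.4 ± 7.84 CPM to 41.8 ± 1.76 in WT (-0.71 ± 0.10, adjusted p = 7.87e-06) and from 71.1 ± 4.79 to 43.6 ± 3.95 in p19KO (-0.71 ± 0.10, adjusted p = 1.08e-05). The VPA effect was not shown to differ between genotypes for any of the 4 genes, with differences of -0.39, -0.38, -0.23 and 0.00 and adjusted p = 0.218, 0.26, 0.504 and 0.987. Between p19KO+VPA and WT+VPA the 4 genes differed by 0.00, 0.12, -0.07 and 0.06, and none passed.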

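Most of the ASD, microcephaly and neural tube closure genes that fell in WT+VPA also fell in p19KO+VPA. Of the 57 ASD genes lower in WT+VPA, 38 were also lower in p19KO+VPA than in p19KO (66.7%), and 54 had a negative log2 fold change there, with a median of -0.49 against -0.89 in WT. Nsd1 (-1.33) and Ctcf (-1.25) were among those that fell in p19KO as well, whereas Smarcc2 did not pass there (-0.15, adjusted p = 0.501). Of the 29 microcephaly genes lower in WT+VPA, 17 were also lower in p19KO+VPA (58.6%) and 28 had a negative log2 fold change, with a median of -0.445 against -0.785. Nbn (-2.16), Trmt10a (-1.86) and Pcnt (-0.92) fell in p19KO too. Of the 44 neural tube closure genes lower in WT+VPA, 31 were also lower in p19KO+VPA (70.5%), with a median of -0.63 against -0.75, including Hectd1 (-0.87) and Traf4 (-0.90) but not Tcof1 (-0.23, adjusted p = 0.378). Compared directly, p19KO+VPA embryos had a higher level than WT+VPA embryos at 40 of the 57 ASD genes (70.2%), 25 of the 29 microcephaly genes (86.2%) and 29 of the 44 neural tube closure genes (65.9%). These genes were chosen as low in the same WT+VPA libraries, and simulated libraries with no effect of genotype and independent genes gave 51.1% (38% to 65.3%), 56.9% (41.4% to 69.6%) and 55.1% (36.8% to 67.6%). Over the whole lists, 50 of 88, 43 of 58 and 42 of 73 genes were higher. None of these differences passed edgeR over all genes, and 0, 0 and 1 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 5, 6 and 9 such genes, DESeq2 called 2, 0 and 2, and limma-voom called 2, 0 and 1. As groups the 3 lists were higher in p19KO+VPA than in WT+VPA by medians of 0.05, 0.13 and 0.06. By camera only the microcephaly list passed (adjusted p = 0.488, 0.0182 and 0.33), and it did not with an estimated correlation (adjusted p = 0.712). Its call was also lost without B6J15-3, ARF8B-3 or ARF9-3 (adjusted p = 0.0597 to 0.0965), while without ARF16-2 the ASD and neural tube closure lists passed (adjusted p = 0.0211 and 0.049).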

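Of the genes lower in WT+VPA, 1568 (30.7%) were not significantly lower in p19KO+VPA, and 3547 (69.3%) were lower in both genotypes. The 1568 genes fell by a median of -0.70 on the log2 scale in WT and changed by a median of -0.135 in p19KO. Most kept the sign of the WT change: 1094 of them (69.8%) had a negative log2 fold change in p19KO, and 22 were significantly higher there. Genes of this kind were Smarcc2, Tcof1 and Axin1 and, among DNA repair genes, Trp53bp1, which binds at DNA breaks (-1.46 in WT and -0.05 in p19KO). Axin1 did pass in p19KO without ARF19-3 or ARF9-3 (-0.40 and -0.37, adjusted p = 0.0213 and 0.0449). The polarity scaffold gene Pard3 fell by 1.35 in WT and did not pass in p19KO (-0.31, adjusted p = 0.181). In untreated embryos the set had a median of -0.36 in p19KO relative to WT, of which its selection can account for part, since simulated libraries with no effect of genotype gave a median of -0.164 (-0.183 to -0.143). With a trend in transcript length removed from each library the set had a median of -0.24 there. Its transcripts were long, with a median exonic length of 5886.5 bases against 4448 for the genes lower in both genotypes and 3959 for all tested genes. The test of the difference itself passed for 0 of the 1568 genes with edgeR over all genes, although the unadjusted p was under 0.05 for 933 of them (59.5%). Selection favours such differences: simulated libraries with no effect of genotype and independent genes gave 13.7% (12.9% to 16.7%) at an unadjusted p under 0.05. DESeq2 called 453 of them and limma-voom 237. Adjusted over the set alone 738 passed, which is not independent evidence, since the set was chosen on the same libraries. Relative to all tested genes, some lists were overrepresented in the set. It held 13 of the Hippo genes, 17 of the DNA repair genes and 7 of the genes of apical-basal polarity (one-sided Fisher's exact test, adjusted p = 0.000415, 0.000415 and 0.0418). It also held 19 ASD and 12 microcephaly genes (adjusted p = 0.00228 and 0.0289). The 13 neural tube closure genes, 13 Wnt genes, 5 genes of sumoylation and 7 genes of RNA polymerase III and tRNA processing did not pass (adjusted p = 0.0522, 0.0522, 0.0808 and 0.117). Relative to the genes lower in WT+VPA rather than to all genes, none of the 37 lists was overrepresented (adjusted p at least 0.518). The mirror group, higher in WT+VPA and not significantly higher in p19KO+VPA, held 1183 of the 5163 higher genes (22.9%).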

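More genes of tRNA aminoacylation and of export through the nuclear pore fell than rose with VPA in WT embryos, and about as many fell in both genotypes as in WT only. Of 24 cytosolic aminoacyl-tRNA synthetase genes, 18 were lower, 3 were higher and 3 did not pass in WT+VPA, with the same counts when adjusted over the list alone. Aars, which charges tRNA with alanine, lies on chromosome 8 of GRCm38 from 111033144 to 111057664. It fell from 425 ± 48.6 CPM in WT to 177 ± 31.3 in WT+VPA (SD, n = 4 embryos), a log2 fold change of -1.26 ± 0.14 (SE, adjusted p = 7.11e-07 from edgeR). In p19KO it fell from 356 ± 28.8 to 260 ± 56.0 CPM (-0.45 ± 0.14, adjusted p = 0.0113), with a difference of -0.81 ± 0.20 that did not pass (adjusted p = 0.068). The difference for Aars passed without B6J12-1, B6J15-2 or ARF16-2 (adjusted p = 0.0342, 0.0479 and 0.0256). Vars, for valine, fell in both genotypes too (-1.30 ± 0.15 in WT, adjusted p = 1.09e-06, and -0.47 in p19KO, adjusted p = 0.0128), and Farsa, a subunit for phenylalanine, fell in both genotypes (-0.72 and -0.63). The p19KO calls for Aars and Vars were lost without the p19KO+VPA embryo ARF16-2 (-0.34 and -0.33, adjusted p = 0.0589 and 0.0683). Tarsl2, for threonine (0.76), and Qars, for glutamine (0.19), rose in WT. Of 17 mitochondrial synthetase genes, 12 were lower, 2 were higher and 3 did not pass in WT+VPA (13 lower and 2 higher when adjusted over the list alone). Sars2, for serine, fell by 1.30 ± 0.09 in WT (adjusted p = 2.91e-09) and by 1.23 in p19KO, and Tars2, for threonine, by 0.96 and 0.69. Dars2, for aspartate, fell in WT (-0.42 ± 0.08, adjusted p = 0.000124) and did not pass in p19KO (-0.05, adjusted p = 0.593), as did Iars2, for isoleucine (-0.76, against -0.18, adjusted p = 0.335). Nars2, for asparagine (0.77), and Cars2, for cysteine (0.36), rose in WT. Of 31 genes of the tRNA exportin and the nuclear pore, 25 were lower, 3 were higher and 3 did not pass in WT+VPA, with the same counts when adjusted over the list alone. The pore scaffold gene Seh1l (-1.08 ± 0.11, adjusted p = 1.32e-07, and -1.19 in p19KO) and the channel nucleoporin gene Nup62 (-0.63 and -0.53) fell in both genotypes. Nup214, a nucleoporin of the cytoplasmic face, fell in WT (-0.89 ± 0.20, adjusted p = 0.000937) and did not pass in p19KO (0.22, adjusted p = 0.368). The membrane nucleoporin gene Pom121 did the same (-1.23 ± 0.24, adjusted p = 0.000233, and 0.01, adjusted p = 0.974). Aaas (0.90) and Rae1 (0.26), both of the pore, rose in WT. The medians of the 3 lists in WT were -0.43, -0.54 and -0.745 (camera, adjusted p = 0.00177, 0.00362 and 0.000854, but 0.311, 0.159 and 0.311 with an estimated correlation). In p19KO, 9, 9 and 12 genes were lower and 1, 1 and 2 higher, with the same counts when adjusted over the list alone. Their medians were -0.16, -0.29 and -0.17 (camera, adjusted p = 0.0452, 0.0217 and 0.0452, but 0.448, 0.299 and 0.578 with an estimated correlation). These p19KO calls are not firm for the cytosolic list, whose adjusted p was 0.0682 without ARF7-1, 0.0536 without ARF8B-3, 0.0978 without ARF16-2 and 0.0585 without ARF17-2. The same holds for the export list (adjusted p = 0.0548 without ARF6-2, 0.0682 without ARF7-1, 0.117 without ARF16-2 and 0.0586 without ARF17-2). With library size alone none of the 3 lists passed in p19KO, at medians of 0.03, -0.10 and 0.03, nor with at least 10 counts in every library (adjusted p = 0.175, 0.0679 and 0.124). The cytosolic and export lists also missed the threshold in p19KO with RLE factors (adjusted p = 0.0568 for both), with edgeR on 8 libraries (adjusted p = 0.0711 and 0.071) and with a covariate for Y-linked counts (adjusted p = 0.0521 and 0.0566). The difference between genotypes had medians of -0.15, -0.07 and -0.23 (camera, adjusted p = 0.0802, 0.485 and 0.0317), and over the list alone it was negative for 8, 0 and 8 genes and positive for 1, 0 and 2, the last being Aaas and Rae1. The export difference had adjusted p = 0.646 with an estimated correlation and 0.0746 without the WT+VPA embryo B6J15-3 or 0.0507 without the p19KO embryo ARF6-2. It also missed the threshold with fry (adjusted p = 0.155), in the exact permutation (adjusted p = 0.132), and with the length trend, length and GC trends, library size alone, the filter of 10 counts or the Y-linked covariate (adjusted p = 0.0967, 0.0565, 0.0502, 0.101 and 0.0503). The cytosolic difference passed without the WT+VPA embryo B6J15-1 (adjusted p = 0.0437), the p19KO embryo ARF19-3 (0.048) or the p19KO+VPA embryo ARF8B-3 (0.0444), and with no filter, DESeq2 or limma-voom (adjusted p = 0.0117, 0.00469 and 0.0361). It did not pass with an estimated correlation (adjusted p = 0.646), fry (0.147), the exact permutation (0.132) or the length trend removed (0.22). In the set lower in WT only, 9 cytosolic synthetase, 6 mitochondrial synthetase and 13 export genes were overrepresented relative to all tested genes (one-sided Fisher's exact test, adjusted p = 0.00146, 0.0181 and 4.61e-05). They make up 9 of 18, 6 of 12 and 13 of 25 of the members lower in WT. Among Reactome sets, nuclear pore complex disassembly (13 of 32, adjusted p = 0.00277) and SUMOylation (21 of 76, adjusted p = 0.00277) were overrepresented, and the sets of tRNA aminoacylation were too small to be tested. No Reactome set passed there without B6J10-3, B6J10-4, B6J15-3 or B6J15-4.

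**Figure D2:**
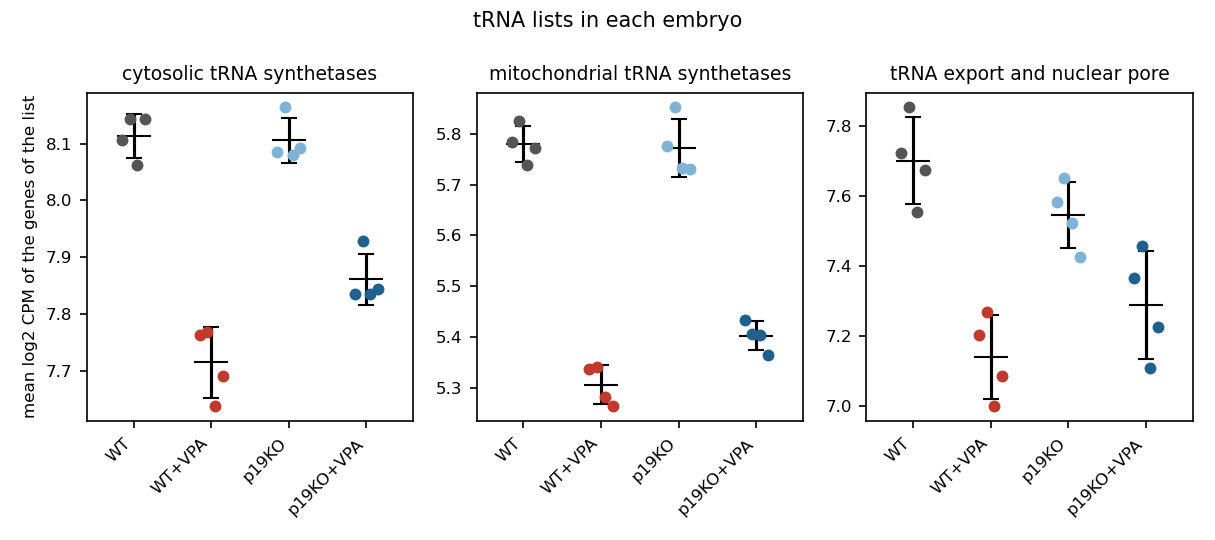
Mean log2 CPM of the genes of the 3 lists in each embryo, with 4 embryos per group as points and the group mean ± SD as bars, on axes that do not start at 0. The cytosolic synthetase list lies from 8.06 to 8.14 in WT, 7.64 to 7.77 in WT+VPA, 8.08 to 8.16 in p19KO and 7.83 to 7.93 in p19KO+VPA.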

Within this p19^Arf^-dependent gene set, we identified tRNA aminoacylation and tRNA export (Figs 6C and S12D). Interestingly, perturbation of tRNAs or their regulatory mechanisms is linked to microcephaly and neurodevelopmental defects [37]. This suggests that p19^Arf^-mediated senescence and repression of these genes may contribute to microcephaly and cognitive impairment.

## Discussion

Together, these findings demonstrate that aberrantly induced senescence perturbs embryonic development, leading to developmental defects, and advances our understanding of how VPA causes neurodevelopmental disorders.

A major finding of this work is that it makes an exciting functional connection between aberrant cellular senescence and developmental defects. While abnormal induction or chronic accumulation of senescent cells has been linked to many adult and age-related diseases, we demonstrate here a causative role for senescence in neurodevelopmental defects. Interestingly, we identify that the NE cells are the site of senescence induction. As this population of cells is a critical precursor of all mature cell types in the brain, it stands to reason that this is one of the most perturbed population of cells in neurodevelopmental disorders. We demonstrate that induction of senescence in the NE cells correlates with a subsequent impairment in corticogenesis and neural differentiation, which is rescued in the absence of a key senescence gene. This demonstrates that this induction of senescence effectively blocks the development of the affected NE cells. As the majority of infants with problems associated with VPA exposure have cognitive defects, including developmental delay and ASD, this suggests that senescence in the NE cells could be a significant contributor to these outcomes.

This study also links aberrant senescence in the NE cells with a small-brain phenotype, characteristic of microcephaly. Indeed, microcephaly is a feature of VPA exposure in infants, and the strategy used here in mice of an acute model of VPA exposure, mimics many associated features of VPA exposure in humans [16,23]. Such high-dose acute treatment is necessary to avoid the low penetrance of developmental defects seen in mice. Of course, it is possible that this may exaggerate some of the features found in humans. However, as shown by VPA treatment of human organoids during week-long exposure, the outcome of senescence in NE cells is conserved, correlating with increased expression of *p14*^*Arf*^ and decreased neurogenesis. As affected human embryos are chronically exposed to the drug during development, it is possible that this would cause a lower, but longer incidence of senescence in NE cells or their derivatives, but which may perturb differentiation in specific areas or at different stages of development, yet without always manifesting as microcephaly. Interestingly, however, there is a strong correlation between microcephaly at birth and lower cognitive ability in ASD patients [38–42], suggesting that further exploration for possible connections between mistimed senescence during development and ASD is warranted.

How VPA causes birth defects has remained unclear, but exposure during the first trimester, around the stages of neural tube closure, is suggested as being critical in driving the phenotypes associated with this drug, and with higher doses associated with increased risk [16,21,24]. Our findings identify that the drug can affect individual embryos differently, causing severe physical defects such as exencephaly in some, while causing different effects such as microcephaly in others. The reasons for this varied response remain unknown, but is likely related to cell type–specific responses. For example, while we did not detect aberrant cell death in the NE cells, apoptosis was apparent on the surface ectoderm after VPA treatment, suggesting that in some cases, VPA-induced cell death could contribute to the phenotypes. Interestingly, our study also identifies early and severe posterior neural tube and somite defects in mice, which may improve as development proceeds, as these were not as severe at E13.5. However, these were not associated with senescence, nor were they rescued in *p19*^*Arf*^-deficient mice. Together, this supports that aberrant senescence may be more associated with neuro-developmental defects, as opposed to major congenital deformations.

It might also be considered surprising that the senescence-induced phenotypes are mediated by p19^Arf^, and not p21 or p16^Ink4a^, the latter of which is often considered a primary mediator of adult and age-associated senescence [1,2,13]. One possibility may be because the *Ink4a/Arf* locus is directly repressed by HDACs, which contributes to the normal silencing of these genes in the embryo. However, HDACis including VPA can directly derepress this locus, and it appears that VPA has preferential ability for activating p19^Arf^ over p16^Ink4a^ [43,44]. In support of this association, we demonstrate that ectopic expression of *p19*^*Arf*^ is sufficient and able to cause senescence, impaired neurogenesis, and developmental defects. Another possibility may relate to the timing and duration of senescence. Interestingly, in senescence induced in cells in culture, p16^Ink4a^ expression often appears later in the program. Perhaps, in this case in the embryo, the senescent cells are transiently induced following VPA exposure and are ultimately cleared before expression of p16^Ink4a^ can manifest. Therefore, it is possible that p16^Ink4a^, or even misexpressed p21, could contribute to other developmental defects.

An outstanding question as to why there is such a restricted pattern of senescence induced in the embryo by VPA is likely related to the pattern of expression of HDAC genes. As an HDACi, VPA interferes in particular with HDACs 1 and 2. HDACs have distinct patterns of expression in the embryo, with HDAC 1 and 2 being prominent in the early brain, thereby likely making cells in this region susceptible to effects of the drug [45–47]. Furthermore, although VPA is an HDACi, which are typically associated with gene activation, we find, as did others, that the developmental phenotypes are associated with the down-regulated and not the up-regulated genes [36]. This suggests that VPA induction of p19^Arf^-mediated senescence causes a broad repression of key developmental pathways, which impact NE fate and contribute to the developmental phenotypes, as many of these were rescued in the absence of *p19*^*Arf*^. Among these, we identify tRNA regulation as one of the most significantly restored pathways in the absence of *p19*^*Arf*^. 

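In WT+VPA the developmental gene lists were overrepresented among the lower genes and not among the higher genes, although nearly equal numbers of genes were lower and higher with TMM scaling. That balance depends on the scaling: 49.8% of the called genes were lower with TMM and 34.3% with library size alone. Tested with a one-sided Fisher's exact test over 37 lists, the genes of neural tube closure (adjusted p = 7.5e-07), microcephaly (adjusted p = 0.00251), ASD (adjusted p = 4.16e-10), Wnt (adjusted p = 0.0092) and Hippo signaling (adjusted p = 7.42e-05) were overrepresented among lower genes. Each had an adjusted p of 1 among higher genes. Fisher's test takes genes as independent, and with a correlation estimated from the libraries camera called none of the 37 lists in WT+VPA (adjusted p at least 0.159). Cytosolic synthetases (adjusted p = 3.82e-05), mitochondrial synthetases (adjusted p = 0.00173) and tRNA export genes (adjusted p = 1.23e-07) followed the same pattern. So did the genes of RNA polymerase III and tRNA processing (adjusted p = 4.89e-05), of which 24 of 37 were lower, 5 were higher and 8 did not pass, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000854, but 0.19 with an estimated correlation). Gtf3c6, a subunit of a polymerase III initiation factor, fell by 2.15 ± 0.12 (SE, n = 4 embryos per group), while Polr3gl, a polymerase III subunit, rose by 2.52 and Maf1, a repressor of the polymerase, by 0.54. Of 20 sumoylation genes (adjusted p = 0.0373), 11 were lower and 3 higher (12 and 4 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.108, and 0.311 with an estimated correlation). They included the protease gene Senp6 (-1.93 ± 0.10) and the conjugating enzyme gene Ube2i (-0.94) on the falling side and the ligase genes Cbx4 (1.57) and Pias1 (0.75) on the rising side. Of 63 DNA repair genes (adjusted p = 4.33e-06), 38 were lower and 5 higher (38 and 6 when adjusted over the list alone), with a camera adjusted p = 0.00061 but 0.311 with an estimated correlation. They included falls in Trp53bp1 and Xrcc5, an end-binding protein (-0.79), and rises in Ddb2 (1.18) and Xpa (0.87) of nucleotide excision repair. Higher genes were enriched for a single list, synaptic and ion channel genes of mature neurons, many of them repressed by REST in progenitors (adjusted p = 7.85e-06). Of 34 such genes, 25 were higher, 4 were lower and 5 did not pass, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000165, but 0.159 with an estimated correlation). Among them were Snap25, a protein of vesicle fusion (3.19 ± 0.17, adjusted p = 1.56e-10), and Syn2, a vesicle-binding synapsin (2.46). Cplx2, a complexin (-1.67), and Nsg1, an endosomal protein of neurons (-1.23), fell. Among Reactome sets, 103 passed in the lower genes, led by chromatin modifying enzymes (107 of 189, adjusted p = 2e-09), and 28 in the higher genes, led by the neuronal system (118 of 227, adjusted p = 4.47e-07).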

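Compared directly, the cytosolic synthetase genes were the list most clearly higher in p19KO+VPA than in WT+VPA, by a small amount. Their median was 0.11 on the log2 scale, with the lowest adjusted p of the 37 lists (camera, adjusted p = 0.00133, but adjusted p = 0.404 with an estimated correlation), and fry gave an adjusted p = 0.021. Aars was 0.55 ± 0.14 higher (SE, n = 4 embryos per group, adjusted p = 0.0971 from edgeR) and Vars 0.48 higher (adjusted p = 0.164). No cytosolic synthetase passed over all genes, 7 were higher and 1 lower when adjusted over the list alone, and 9 of the 18 that fell in WT had an unadjusted p under 0.05, with 4 called by DESeq2 and 2 by limma-voom. Over the whole list, 20 of 24 lay above WT+VPA in p19KO+VPA. The 18 were chosen as low in the same WT+VPA libraries. Simulated libraries with no effect of genotype and independent genes gave 0% (0% to 8.33%) of such genes at an unadjusted p under 0.05, against 50%. That range is too narrow where genes move together, so it does not decide how much selection accounts for. The estimated correlation of this list was 0.0917 with a trend in transcript length removed. The mitochondrial synthetases had a median of 0.10 (camera, adjusted p = 0.0632, or 0.0423 without ARF9-3, and fry, adjusted p = 0.021), and Dars2 passed over all genes (0.39 ± 0.08, adjusted p = 0.0386). The Dars2 call was lost in 12 of 16 fits with 1 library left out (adjusted p up to 0.198, without B6J15-3) and kept only without B6J15-2, ARF6-2, ARF19-3 or ARF8B-3. The export list was higher by a median of 0.11 and the list of RNA polymerase III and tRNA processing by 0.10 (camera, adjusted p = 0.0182 for both, but 0.535 and 0.404 with an estimated correlation), with Nup214 at 0.58 (adjusted p = 0.194) and Pom121 at 0.54 not passing. The export call was lost without B6J15-3, ARF8B-3 or ARF9-3 (adjusted p = 0.0597 to 0.0642) and the polymerase III call without ARF16-2 (adjusted p = 0.0717). DNA repair genes (0.16, adjusted p = 0.00262), G1/S and replication genes (0.065, adjusted p = 0.0308) and G2/M genes (0.12, adjusted p = 0.0358) were higher as well, but had adjusted p = 0.404, 0.404 and 0.717 with an estimated correlation. The G1/S call was lost without B6J15-3 or ARF16-2 (adjusted p = 0.0536 and 0.0717) and the G2/M call without B6J15-1, B6J15-4, ARF8B-3 or ARF17-2 (adjusted p = 0.0503 to 0.0766). Wnt genes (0.07, adjusted p = 0.247) and Hippo genes (0.025, adjusted p = 0.937) did not pass, and the Hippo genes Ccn1 (-1.27, adjusted p = 0.0204) and Tead1 (-0.78, adjusted p = 0.0349) were lower in p19KO+VPA. The Ccn1 call was lost without B6J15-1, B6J15-3, ARF9-3, ARF16-2 or ARF17-2 (adjusted p = 0.0584 to 0.112). The Tead1 call was lost without these libraries, B6J10-3 or B6J15-4 (adjusted p = 0.0566 to 0.149). No list passed with an estimated correlation. Of the 12 mitochondrial synthetases, 25 export genes and 24 polymerase III and processing genes that fell in WT, 6, 12 and 17 also fell in p19KO+VPA relative to p19KO. From the restored genes of tRNA aminoacylation and export, and from the link of tRNA regulation to microcephaly, the paper proposes that p19Arf-mediated senescence and repression of these genes may contribute to microcephaly and cognitive impairment.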

Importantly, p19^Arf^ can directly block tRNA synthesis [48], while disruption of tRNA function is strongly associated with microcephaly and neurodevelopmental disorders [37,49–53]. Interestingly, recent findings also show that induction of senescence involves disruption of tRNA expression, further reinforcing this link [54]. It will be interesting to determine whether such inhibition of tRNA function contributes to specific, or global alterations in protein translation in senescent cells, either in VPA-induced developmental defects, or other settings.

Overall, the discovery that atypical activation of senescence in the embryo can perturb development raises the intriguing possibility that it may also contribute to defects in developmental contexts beyond those we studied here and highlights how the study of mistimed senescence in developmental disorders merits further study.

## Materials and methods

### Animal maintenance and VPA administration

Pregnant CD1, C57Bl6/J, *p21−/−*, *p19*^*Arf*^*−/−*, and *p16*^*Ink4a*^*−/−* were maintained in a temperature- and humidity-controlled animal facility with a 12-hour light/dark cycle. We administrated 400 mg/kg VPA (Sigma-Aldrich, (Missouri, USA) P4543) or PBS as control, intraperitoneally to timed-pregnant females, at E8 (3 times (9 AM, 1 PM, and 4 PM). The *p21−/−*, *p19*^*Arf*^*−/−*, and *p16*^*Ink4a*^ *−/−* mice were on a C57Bl6J background, so were compared to C57Bl6J wild-type as control. We observed that the C57Bl6J mice are more sensitive than the CD1 mice to induction of microcephaly. For qRT-PCR and RNA-seq analysis, only the first 2 doses were administered, and samples were collected at E8.75. All the experimental procedures were in full compliance with the institutional guidelines of the accredited IGBMC/ICS animal house, in compliance with French and EU regulations on the use of laboratory animals for research, under the supervision of Dr. Bill Keyes who holds animal experimentation authorizations from the French Ministry of Agriculture and Fisheries (#12840).

### Organoids

Cerebral organoids were generated from the iPSC line HPSI0214i-kucg_2 (Catalog# 77650065, HipSci) using the STEMdiff Cerebral Organoid Kit (Catalog nos. 08570 and 08571) from STEMCELL Technologies (Vancouver, Canada). Representative pictures were acquired with a LEICA DMS 1000. We acknowledge Wellcome Trust Sanger Institute as the source of HPSI0214i-kucg_2 human induced pluripotent cell line, which was generated under the Human Induced Pluripotent Stem Cell Initiative funded by a grant from the Wellcome Trust and Medical Research Council, supported by the Wellcome Trust (WT098051) and the NIHR/Wellcome Trust Clinical Research Facility, and acknowledges Life Science Technologies Corporation as the provider of “Cyto tune.” Cultures were exposed to unbuffered VPA, diluted in medium. Analysis of the medium showed no pH change in response to VPA.

### Immunofluorescence

Embryos and organoids were fixed in 4% PFA for 30 minutes at 4°C, washed in PBS, and processed for paraffin embedding. Sections were obtained using a microtome (8 μm, Leica 2035 Biocut). After antigen unmasking in citrate buffer (0.01 M, pH 6) for 15 minutes in a microwave oven, slides were blocked with 5% donkey serum, 0.1% TritonX-100 in PBS, and incubated overnight with the following primary antibodies: PHH3 (1:500, Upstate (Merck, Darmstadt, Germany) #05–806); Pax6 (1:300, Covance (New jersey, US) #PRB-278P); Tbr2 (1:300, eBioscience (Thermo Fisher Scientific, Massachusetts, USA) #14–4875); (1:300, Millipore (Massachusetts, USA), #AB2283); Sox1 (1:50, R&D Systems (Minnesota, USA) #AF3369); βIII-tubulin/Tuj1 (1:200, Covance #MMS-435P-100); p19^Arf^ (5-C3-1) rat monoclonal antibody (Santa Cruz (Texas, USA) #sc-32748); and GFP 2A3 (IGBMC (Illkirch, France)). Primary antibodies were visualized by immunofluorescence using secondary antibodies from donkey (1:400, Invitrogen (California, USA): Alexa Fluor 568 donkey anti-mouse IgG #A-100037, Alexa Fluor 488 donkey anti-rat IgG #A-21208, Alexa Fluor 488 donkey anti-rabbit #A-21206, Alexa Fluor 568 donkey anti-Goat IgG #A-11057) and from goat (1:400, Invitrogen: Alexa Fluor 568 goat anti-rabbit IgG #A-110111, Alexa Fluor 488 goat anti-mouse IgG #A11001, Alexa Fluor 568 anti-rat IgG #A11077), and cell nuclei were identified using DAPI (1:2,000). Stained sections were digitized using a slide scanner (Nanozoomer 2.0-HT, Hamamatsu, Japan), and measurements (thickness of the neuronal layer) were performed using the NDPview software of the digital scanner.

### SA-β-gal staining

Whole-mount SA-β-gal was detected as previously described [10]. Incubation with X-gal was performed overnight for mouse embryos and 1 hour and 30 minutes for organoids. For determination of specific localization of senescence in embryonic tissue, embryos stained with SA-β-gal were postfixed in 4% PFA overnight at 4° C, embedded in paraffin and sectioned. Representative pictures were acquired using a macroscope (Leica M420) and stained sections were digitized using a slide scanner (Nanozoomer 2.0-HT, Hamamatsu).

### EdU

To assess cell proliferation in embryos, pregnant female mice at E9.5 were injected intraperitoneally with 5-ethynyl-2′-deoxyuridine (EdU; 50 mg/kg body weight) for 1 hour. Click-iT EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher (Massachusetts, USA)) was used as per manufacturer’s protocol. Representative pictures were acquired using a microscope (DM4000B).

### TUNEL

Cell death was assessed using the TdT-mediated dUTP nick end-labeling (TUNEL) method (ApopTagPeroxidase In Situ Apoptosis detection kit, Millipore) as per manufacturer’s instructions. Representative pictures were acquired using a macroscope (Leica M420) and a microscope (DM4000B).

### RT-qPCR and analysis

The combined forebrain and midbrain region was manually dissected from E8.75 embryos, and snap-frozen. RNA was extracted from individual embryos using the RNAeasy mini kit (QIAGEN (Hilden, Germany)). Moreover, 10 ng RNA were used for analysis with the LUNA one-step RT-qPCR kit (LUNA E3005L BioLabs (Massachusetts, USA)). The relative expression levels of the mRNA of interest were determined by real-time PCR using Quantifast SYBR Green Mix (QIAGEN) with specific primers listed in S1 Table and a LightCycler 480 (Roche (Basel, Switzerland)). Samples were run in triplicate and gene of interest expression was normalized to human Gapdh or mouse Rplp0.

### In ovo electroporation

Fertilized chicken embryos were obtained from local farmers. Chick eggs were incubated in a humidified chamber at 37°C. Moreover, 1.5 μg/μL DNA constructs (*pCAGGS-GFP* [a gift from Dr. J. Godin, IGBMC] or *pCAGGS-p19*^*ARF*^*-GFP* [*p19*^*Arf*^ coding sequence was cloned in XhoI/NheI multiple cloning sites in the *pCAGGS-GFP*]) mixed with 0.05% Fast Green (Sigma-Aldrich, (Missouri, USA)) were injected into neural tubes of stage HH8 chick embryos and electroporated on the right side, leaving the left side as untreated control. Electroporation was performed using a square wave electroporator (BTX ECM 830 electroporation system) and the parameters applied: 3 pulses of 15V for 30 ms with an interval of 1 second. Embryos were harvested 24 hours after electroporation and processed for SA-β-gal, histology and immunohistochemistry. Representative pictures were acquired using a macroscope (Leica Z16 APO) and a microscope (Leica DM4000B).

### Whole-mount in situ hybridization

RNA probes were prepared by in vitro transcription using the Digoxigenin-RNA labeling mix (Roche). Template plasmids were kindly provided by Drs G. Oliver (*Six3*) and S.L. Ang (*Mox1*). Mouse embryos were dissected in ice-cold PBS and fixed O/N in 4% PFA/PBS. After several washes in PBS1X/0.1% Tween-20 (PBT), embryos were bleached for 1 hour in 3% H_2_O_2_/PBT and washed in PBT before being digested with Proteinase K (10mg/ml) for 2 minutes. Digestion was stopped by 5-minute incubation in 2 mg/ml glycine/PBT. Embryos were washed again in PBT before postfixing for 20 minutes in 0.2% glutaraldehyde/4% PFA/PBS. After further washes they were incubated in prewarmed hybridization buffer (50% deionized formamide, 5XSSC, 1%SDS, 100μg/ml tRNA) and prehybridized for 2 hours at 65°C. The buffer was then replaced with fresh prewarmed hybridization buffer containing the digoxigenin labeled RNA probes and incubated O/N at 65°C. The next day, embryos were washed twice in buffer 1 (50% formamide; 5XSSC; 1%SDS) at 65°C then in buffer 2 (NaCl 500mM, 10mM TrisHCl pH = 7.5, 0.1%Tween20) at room temperature before treating them with RNaseA (100 mg/ml) to reduce background. The embryos were rinsed in buffer 2, then in buffer 3 (50% formamide, 2XSSC). Finally, the embryos are rinsed in TBS/0.1% Tween-20 (TBST) then blocked for 2 hours in 2% blocking solution (Roche) and incubated O/N in the same solution containing 1:2,500 anti-digoxigenin antibody (Roche). The next day, the embryos were washed in TBST, before washing them in NTMT (NaCl 100mM, Tris-HCl 100mM pH = 9,5, MgCl_2_ 50mM, Tween20 at 0.1%) and developing the signal in the dark with staining solution (4.5 μl/ml NBT and 3.5 μl/ml BCIP (Roche) in NTMT buffer).

### RNA sequencing

RNA was collected as for qRT-PCR. Full-length cDNA was generated from 10 ng of total RNA from 4 individual embryos per treatment, using Clontech SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Takara Bio Europe, Saint Germain en Laye, France) according to the manufacturer’s instructions with 8 cycles of PCR for cDNA amplification by Seq-Amp polymerase. A total of 600 pg of preamplified cDNA were then used as input for Tn5 transposon tagmentation by the Nextera XT DNA Library Preparation Kit (96 samples) (Illumina, San Diego, California, USA) followed by 12 cycles of library amplification. Following purification with Agencourt AMPure XP beads (Beckman-Coulter, Villepinte, France), the size and concentration of libraries were assessed by capillary electrophoresis using the Agilent 2100 Bioanalyzer.

Sequencing was performed on an Illumina HiSeq 4000 in a 1x50bp single end format. Reads were preprocessed using cutadapt 1.10 in order to remove adaptors and low-quality sequences, and reads shorter than 40 bp were removed from further analysis. Remaining reads were mapped to Homo sapiens rRNA sequences using bowtie 2.2.8, and reads mapped to those sequences were removed from further analysis. Remaining reads were aligned to mm10 assembly of Mus musculus with STAR 2.5.3a. Gene quantification was performed with htseq-count 0.6.1p1, using “union” mode and Ensembl 101 annotations. Differential gene expression analysis was performed using DESeq2 1.16.1 Bioconductor R package on previously obtained counts (with default options). *p*-Values were adjusted for multiple testing using the Benjamini and Hochberg method. Adjusted *p*-value <0.05 was taken as statistically significant.

Pathway analysis was performed using Enrichr (http://amp.pharm.mssm.edu/Enrichr) with Gene Ontology 2018 and MGI Mammalian Phenotype Level 4 2019 databases. Adjusted *p*-value of <0.25 was used as a threshold to select the significant enrichment (Fig 6A, all terms significant in WT, with only “exencephaly,” significantly enriched in p19KO (adj. <0.25): Fig 6C, all terms significant (adj. <0.25): S12 Fig, all terms significant in WT, and not in p19KO (adj. <0.25)). RNA sequencing data are available at GEO (GSE175680). All other relevant data are within the paper.

### Counting and statistical analysis

For cell number quantification, positive cells for a given marker (Pax6, Sox1, Tbr2, Tuj1, and PHH3) were counted in a 100-μm wide columnar area from the VZ to the apical surface in similar regions in the cortex. Edu was counted similarly, in a 50-μm wide columnar area. Immunofluorescence analyses, area measurements, and RNA expression were statistically analyzed using Prism (GraphPad, San Diego, California, USA). At least 5 animals of each treatment from 3 different litters were analyzed. Cell counting was performed on 3 adjacent sections. Results are presented as mean ± SEM. Statistical analysis was carried out employing the Mann–Whitney test for unpaired variables. For 3 or more groups, normal multiple comparisons were tested with 1-way ANOVA plus Tukey post hoc test and nonnormal multiple comparisons were tested using Kruskal–Wallis test followed by a Dunn test. *p*-Values < 0.05 were considered significant (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001).

## Supporting information

S1 Fig VPA treatment affects somite number and embryo length. **(A)** Quantification of visibly intact somite number (Control, *n* = 27 from 12 litters; (OB), Open brain, *n* = 22 from 10 litters; (SB) Small brain, *n* = 25 from 16 litters). Data bars represent mean ± SEM. Kruskal–Wallis test: ns, no significant and ***p ≤ 0.001. **(B)** Measurements of the length of the embryo (from the otic vesicle to the tail tip) (Control, *n* = 24 from 12 litters; Open brain, *n* = 22 from 10 litters; Small brain, *n* = 25 from 16 litters. Data bars represent mean ± SEM. Kruskal–Wallis test: ns, no significant and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. VPA, valproic acid.
(TIF)

S2 Fig VPA decreases cell proliferation. **(A)** Quantification of total EdU positive cells present at E9.5 (Control, n = 9 from 5 litters; Open brain, *n* = 4 from 3 litters; Small brain, *n* = 5 from 3 litters). Data bars represent mean ± SEM. Kruskal–Wallis test: *p ≤ 0.05. **(B)** Quantification of EdU positive cells in the apical zone at E9.5 (Control, *n* = 9 from 5 litters; Open brain, *n* = 4 from 3 litters; Small brain, *n* = 5 from 3 litters). Data bars represent mean ± SEM. Kruskal–Wallis test: *p ≤ 0.05 and **p ≤ 0.01. **(C)** Left: Immunostaining on sections of control and VPA-treated embryos for PHH3 (red) at E9.5. The square indicates the counted area. Scale bar, 100 μm. Right: PHH3 positive cells quantification at E9.5. (Control, *n* = 4 from 2 litters; Open brain, *n* = 3 from 3 litters; Small brain, *n* = 4 from 3 litters from 3 litters); 3 levels have been counted per embryo. Data bars represent mean ± SEM. Kruskal–Wallis test: **p ≤ 0.01 and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. E, embryonic day; PHH3, phospho-histone H3; VPA, valproic acid.
(TIF)

S3 Fig VPA does not induce apoptosis in the forebrain neuroepithelium. Control and VPA-treated embryos were stained with whole mount TUNEL assay, to assess cell death. (Left) Lateral views and frontal views of control and VPA-treated embryos dissected at E8.5. Scale bar, 500 μm. Corresponding horizontal sections at the forebrain level (3 embryos from at least 2 litters were analyzed). Scale bar, 100 μm. (Right) Lateral views and frontal views of control and VPA-treated embryos dissected at E9.5 (6 embryos from at least 5 litters were analyzed). Scale bar, 500 μm. Corresponding horizontal sections at the forebrain level. Scale bar, 100 μm. Some apoptotic cells are observed in the surface ectoderm. Positive cells are seen in the neural fold tips in all conditions (asterisk). E, embryonic day; ne, neuroepithelium; se, surface ectoderm; VPA, valproic acid.
(TIF)

S4 Fig Impaired neurogenesis after VPA treatment is already observed at E10.5. Cortical sections (coronal) of E10.5 embryos were immunoassayed for Pax6, Tbr2, Tuj1, and counterstained with Dapi. Scale bar, 250 μm (top row), 50 μm. Graphs show quantification of Pax6 and Tbr2 positive progenitors or the thickness of the neuronal layer in the microcephalic cortical vesicles (5 embryos from at least 4 different mothers were analyzed). Data bars represent mean ± SEM Mann–Whitney test: *p ≤ 0.05 and **p ≤ 0.01. The data underlying this figure can be found in S1 Data. E, embryonic day; VPA, valproic acid.
(TIF)

S5 Fig Neurogenesis is impaired in human cerebral organoids treated with VPA. Sections through control and VPA-treated organoids were immunostained with Sox1(red), Tbr2 (green), and Dapi (blue) at day 42 (scale bar, 50 μm), (*n* = 15 (Control), 12 (1 mM VPA), 13 (2 mM VPA), 4 independent experiments). Kruskal–Wallis test: ***p ≤ 0.001 and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. VPA, valproic acid.
(TIF)

S6 Fig Genetic deficiency of *p16*^*Ink4a*^ or *p21* does not rescue VPA-induced phenotypes. Lateral views of control and VPA-treated embryos deficient for *p16*^*Ink4a*^ or *p21* (top row). Scale bar, 500 μm. Higher magnification of the heads in lateral (middle row) and frontal views (bottom row). Scale bar, 500 μm. An open neural tube or a smaller brain, as well as a gross misalignment of the neural tube and somites are still observed after VPA treatment in the absence of *p16*^*Ink4a*^ or *p21*. VPA, valproic acid.
(TIF)

S7 Fig The impaired somite number and reduced length is not rescued in *p19*^*Arf*^-deficient mice after VPA treatment. **(A)** Quantification of visibly intact somite number (WT, *n* = 8 embryos from 4 litters, WT+VPA, *n* = 30 embryos from 11 litters, p19KO, *n* = 14 embryos from 4 litters, p19KO + VPA, *n* = 17 embryos from 8 litters). Data bars represent mean ± SEM. Kruskal–Wallis test: ns, no significant, *p ≤ 0.05 and ****p ≤ 0.0001. **(B)** Measurements of the length of the embryo (from the otic vesicle to the tail tip (WT, *n* = 8 embryos from 4 litters, WT+VPA, *n* = 28 embryos from 11 litters, p19KO, *n* = 14 embryos from 4 litters, p19KO + VPA, *n* = 22 embryos from 8 litters). Data bars represent mean ± SEM. Kruskal–Wallis test: ns, not significant and ****p ≤ 0.000. **(C)** Lateral views (top) and dorsal views (bottom) of control and VPA-treated embryos dissected at E9.5, illustrating the pronounced curve in the neural tube and abnormally shaped somites observed (control embryo is same as shown in S6 Fig). Scale bar, 500 μm. The data underlying this figure can be found in S1 Data. E, embryonic day; VPA, valproic acid; WT, wild-type.
(TIF)

S8 Fig Improved forebrain phenotype in *p19*^*Arf*^-deficient mice after VPA treatment. Whole mount in situ hybridization for *Six3* (forebrain) and *Mox1* (somites), showing an increased size of the forebrain in *p19*^*Arf*^-deficient, VPA-treated mice in comparison to the *WT* mice treated with VPA. Scale bar, 500 μm (top row) and 50 μm (bottom row). The number of embryos examined are indicated (*n* = 10 from at least 5 different litters). VPA, valproic acid; WT, wild-type.
(TIF)

S9 Fig Senescence is induced in the forebrain neuroepithelium in *p16*^*Ink4a*^*-* or *p21* -deficient mice treated with VPA. Whole mount SA-β-gal staining in control and VPA-treated embryos with small-brain phenotypes at E9.5 (WT, *n* = 9 embryos from 4 litters, WT+VPA, *n* = 10 embryos from 5 litters, p16KO, *n* = 2 embryos from 1 litter, p16KO + VPA, *n* = 10 embryos from 5 litters, p21KO, *n* = 6 embryos from 3 litters, p21KO + VPA, *n* = 5 embryos from 2 litters). Scale bar, 500 μm. Higher magnification of the heads in lateral (second row) and frontal views (third row). Scale bar, 50 μm. Bottom row, Sections through whole mount SA-β-gal stained forebrains (scale bar, 100 μm). Red asterisks highlight senescent cells. (WT, *n* = 5 embryos from 3 litters, WT+VPA, *n* = 10 embryos from 5 litters, p16KO, *n* = 2 embryos from 1 litter, p16KO + VPA, *n* = 10 embryos from 5 litters, p21KO, *n* = 6 embryos from 3 litters, p21KO + VPA, *n* = 5 embryos from 2 litters). E, embryonic day; WT, wild-type.
(TIF)

S10 Fig Senescence and SASP genes are less induced in *p19*^*Arf*^-deficient embryos with VPA treatment. qRT-PCR analysis on E8.75 forebrain and midbrain, from control and *p19*^*Arf*^-deficient mice, treated with VPA or left untreated. Graphs show fold change expression for the senescence markers (*p21* and *p16*^*Ink4a*^) and for SASP genes (*IL6*, *IL1a*, *IL1b*, and *Pai1*), normalized to untreated control (*n* = 12 (Control), *n* = 12 (Control+VPA), *n* = 20 (*p19KO*), *n* = 20 (*p19KO*+VPA), from at least 3 different litters). Data bars represent mean ± SEM. Kruskal–Wallis test: ns, no significant, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001. The data underlying this figure can be found in S1 Data. E, embryonic day; qRT-PCR, quantitative real-time PCR; SASP, senescence-associated secretory phenotype; VPA, valproic acid.
(TIF)

S11 Fig Ectopic expression of *p19*^*Arf*^*-GFP* in the chicken neural tube. Sections through the neural tube of *p19*^*Arf*^*-GFP* electroporated chicken embryos electroporated at stage HH12, immunostained for p19^Arf^ (red) and GFP (green), with Dapi counterstaining (blue). The green star shows the electroporated side. Scale bar, 100 μm.
(TIF)

S12 Fig RNA-seq data analysis uncovers neurodevelopmental and tRNA-related signatures as being less affected by VPA treatment in *p19^Arf^*-deficient mice. **(A)** GO Biological Processes pathway analysis on the down-regulated genes from RNA-seq of the forebrain and midbrain. Heat maps showing the relative expression of representative genes associated with **(B)** microcephaly (list generated from [35]), **(C)** autism (list generated from [35]) and **(D)** tRNA (list of genes identified in Fig 6C pathway analysis). The data underlying this figure can be found in S1 Data. RNA-seq, RNA sequencing; VPA, valproic acid.
(TIF)

S1 Table Primers used for qRT-PCR in the study. qRT-PCR, quantitative real-time PCR.

S1 Data Excel spreadsheet containing, in separate sheets, the underlying numerical data for Figs 2D, 3, 4B, 4C, 4E, 4F, 5A, 5E, 5F, 6A, 6C, S1A, S1B, S2A, S2B, S2C, S4, S5A, S7A, S7B, S10, S12A, S12B, S12C and S12D.

## Abbreviations:

AER: apical ectodermal ridge
ASD: autism spectrum disorder
BP: basal progenitor
E: embryonic day
EMT: epithelial–mesenchymal transition
HDACi: histone deacetylase inhibitor
NE: neuroepithelial
PHH3: phospho-histone H3
qRT-PCR: quantitative real-time PCR
RG: radial glial
RNA-seq: RNA sequencing
SASP: senescence-associated secretory phenotype
SA-β-gal: senescence-associated beta-galactosidase
TUNEL: TdT-mediated dUTP nick end-labeling
VPA: valproic acid
VZ: ventricular zone

# Supplementary material for: Aberrant induction of p19Arf-mediated cellular senescence contributes to neurodevelopmental defects
**Source:** PLoS Biol. 2022 Jun 14;20(6):e3001664. doi: 10.1371/journal.pbio.3001664
**Supplement:** S1 Table

***Supplementary Table 1***

| **Human primers** | **Sequence** |
| --- | --- |
| GAPDH-fwd | AAGGTGAAGGTCGGAGTCAAC |
| GAPDH-rev | GGGGTCATTGATGGCAACAATA |
| p14^ARF -^fwd | CTGATGCTACTGAGGAGCCA |
| p14^ARF -^rev | TCATGACCTGGTCTTCTAGG |
| p16INK4A-fwd | GGTCGGAGGCCGATCCAGGTCA |
| p16INK4A-rev | TTCAATCGGGGATGTCTGAGG |
| p21-fwd | CGAAGTCAGTTCCTTGTGGAG |
| p21-rev | CATGGGTTCTGACGGACAT |
| IL1a-fwd | ACTGCCCAAGATGAAGACCAA |
| IL1a-rev | CCGTGAGTTTCCCAGAAGAAGA |
| IL1b-fwd | TTCGACACATGGGATAACGAGG |
| IL1b-rev | TTTTTGCTGTGAGTCCCGGAG |
| IL8-fwd | ACTGAGAGTGATTGAGAGTGGAC |
| IL8-rev | AACCCTCTGCACCCAGTTTTC |
| PAI1-fwd | AAGATCGAGGTGAACGAGAGTG |
| PAI1-rev | GACCACAAAGAGGAAGGGTCT |
|  |  |
| **Mouse primers** | **Sequence** |
| Rplp0 | QT00249375(QIAGEN) |
| P19^Arf^ | QT01164891 (QIAGEN) |
| p16^Ink4a^ | QT01164898(QIAGEN) |
| p21 | QT00137053(QIAGEN) |
| Il1a-fwd | GCACCTTACACCTACCAGAGT |
| Il1a-rev | AAACTTCTGCCTGACGAGCTT |
| Il1b-fwd | TTCAGGCAGGCAGTATCACTC |
| Il1b-rev | GAAGGTCCACGGGAAAGACAC |
| Il6-fwd | TAGTCCTTCCTACCCCAATTTCC |
| Il6-rev | TTGGTCCTTAGCCACTCCTTC |
| Pai1-fwd | TGGGTGGAAAGGCATACCAAA |
| Pai1-rev | AAGTAGAGGGCATTCACCAGC |
| MMP9-fwd | GCGTCATTCGCGTGGATAAG |
| MMP9-rev | TGGAAACTCACACGCCAGAA |

**Table S1. Primers used for qRT-PCR in the study.** The table lists the primer sequences or source for both human and mouse genes used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

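RNA was measured in the forebrain and midbrain of single mouse embryos at E8.75, in 16 libraries of 4 groups with 4 embryos each: WT, WT+VPA, p19KO and p19KO+VPA. VPA was given to the mothers in 2 doses of 400 mg/kg. The authors made full-length cDNA libraries without strand information or molecular identifiers, converted the reads with bcl2fastq 2.17.1.14, removed adapters, short reads and reads matching ribosomal RNA, aligned the rest to the mouse genome with STAR 2.5.3a and counted reads per gene with HTSeq 0.6.1p1 in union mode. The values used here are the raw counts the authors deposited, as whole numbers for 36261 genes in 1 column per embryo, with none pooled and no row without a gene identifier. HTSeq drops reads that align to several places or overlap more than 1 gene, so counts of recent gene copies are too low. The total per library ranged from 20951171 to 29918143 counts. Group medians were 24107355 for WT, 25328505 for WT+VPA, 23874599 for p19KO and 22453490.5 for p19KO+VPA. Within groups, pairs of libraries differed by 8.73 to 76.14 times the chi-square per gene that sampling alone gives.

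Gene coordinates on GRCm38, exonic length and GC content were taken from the GENCODE annotation of the mouse, which names 36170 of the genes (99.75%). The analysis was run in R 4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 17177 genes. Counts were scaled by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16, with robust dispersions (statmod 1.5.0) and 1 coefficient per group over all 16 libraries. The comparisons were WT+VPA with WT, p19KO+VPA with p19KO, the difference of these VPA effects (WT minus p19KO, so that a negative value is a larger fall in WT), p19KO with WT, and p19KO+VPA with WT+VPA. The first pair of comparisons shares no library. Genes passed at a Benjamini-Hochberg adjusted p under 0.05, and standard errors are the log2 fold change divided by the root of the F statistic. The study's set of genes was rebuilt as the genes lower in WT+VPA and not significantly lower in p19KO+VPA.

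The 37 gene lists cover phenotypes and pathways of the paper (neural tube closure, microcephaly, autism, Wnt, Hippo, cytosolic and mitochondrial tRNA synthetases, tRNA export and nuclear pore, RNA polymerase III and tRNA processing, sumoylation, DNA repair, apical-basal polarity, p53 targets, SASP, G1/S and replication, G2/M, the integrated stress response, histone deacetylases and the genes the paper names), neural identities (neuroepithelium, early neurons, synaptic genes repressed by REST, forebrain, midbrain, hindbrain and posterior), other tissues (blood, endothelium, head mesenchyme, neural crest, surface ectoderm, foregut and yolk sac endoderm, heart, macrophages, germline) and stress or dissection (immediate early genes, hypoxia and glycolysis, mitochondrial transcripts). Of their 1073 entries 1069 matched a gene, and 23 lists are described gene by gene. Lists were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 37 lists. Camera compares a list with all other genes, and fry tests only whether its genes move one way. Overlaps were tested with a one-sided Fisher's exact test against the tested genes. Reactome sets with 10 to 300 members among the tested genes with an Entrez identifier were tested the same way.

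The genes named are every gene the paper names. They are also the 6 largest rises and falls of each VPA comparison and up to 5 each way for the difference, among genes that passed, had an average log2 CPM of at least 3 and, for the VPA comparisons, had every VPA library beyond every control library. In each described list they are up to 2 rising and 2 falling members with the lowest adjusted p in WT+VPA and up to 2 with the lowest adjusted p for the difference. Any other gene is said to have been chosen after its values were seen.

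The method was tested on simulated data with 200 changed genes per simulation. It recovered 32.8%, 91% and 100% of log2 changes of 0.5, 1 and 2 in WT+VPA, 23.5%, 90.9% and 100% in p19KO+VPA, and 0%, 50% and 100% for the difference. With 200 changed genes the adjusted threshold is stricter than in the real VPA comparisons, where most genes passed. Values expected from selection alone come from 20 simulations with 1 VPA effect in both genotypes, no effect of genotype, independent genes and 1 dispersion per gene in all groups. Their ranges are therefore too narrow where genes move together. The alternatives tried were RLE size factors, library size alone, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0 on 16 libraries or on the 8 of each comparison, edgeR on 8 libraries, limma-voom with sample weights, an absolute log2 fold change of at least 1, and leaving out each library. Others were added after the data had been seen: removal from each library of a trend with exonic length (natural spline, 5 degrees of freedom), removal of length and GC trends, a covariate for libraries with Y-linked counts above 10 CPM, and an exact permutation of genotype within treatment over 4900 regroupings. Groups were also regrouped in all 35 ways for comparisons of 8 libraries and in 100 drawn ways for the difference and the set. The paper's enrichment with Enrichr was not repeated here, because its term libraries were not used here, and no value was left out of the count table.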

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

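The tests of transcript length, litter, embryo sex and exchanged labels, and the regroupings of the set and of the counts with a length trend removed or a Y-linked covariate, were chosen only after the results they bear on had been seen.

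The first pattern is the set of 1568 genes that fell in WT+VPA and did not pass in p19KO+VPA. With the length trend removed, 78.1% of the set's median difference stayed (-0.61 before and -0.47 after, quartiles -0.73 and -0.24), and 1036 of the genes stayed in the set. Transcript length stays open, because selection on the same libraries keeps a difference whatever its cause. Simulated libraries with no effect of genotype gave a median difference of -0.328 (-0.344 to -0.313). A single VPA effect shared by both genotypes remains open: simulated libraries with 1 shared effect gave a set of 824 genes (767 to 910), 52.6% of the observed one, with a median difference of -0.325. They gave 823 genes (759 to 881) for the difference at an unadjusted p under 0.05 against 3986 observed, and 0 (0 to 5) adjusted over the set against 738. These gaps do not decide it, because the simulated genes were independent and had the same dispersion in every group. Regroupings of the real libraries gave 3986 or more genes in 4 of 100 draws, the real one included, with 6441 in the highest other. A larger spread among libraries of p19KO embryos and a lower baseline in untreated p19KO stay open too. The median variance was 1.528 times that of WT embryos over both treatments, 1.231 times in untreated embryos and 1.881 times in VPA-exposed embryos. That baseline had a median of -0.358, or -0.238 with the length trend removed, where simulated libraries with no effect of genotype gave -0.164, from -0.183 to -0.143. Litter cannot be told apart from p19Arf for genes lower in WT only, because the 4 WT+VPA codes share 1 prefix. Regrouping gave a set as large in 2 of 100 draws, the real one included, with 1856 genes in the highest other. That share is under 0.05, but another grouping gave a larger set and the test was chosen after the result. It therefore does not exclude chance for the size of the set. The regrouping also takes the embryos as independent, which is in doubt. The WT+VPA embryos of 1 prefix lay closer to each other (median distance 15.7) than the p19KO+VPA embryos did (30.5).

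The second pattern is that 9 lists passed camera for a VPA effect that differs between genotypes: neural tube closure (-0.281), microcephaly (-0.25), autism (-0.221), Wnt (-0.237), Hippo (-0.266), tRNA export (-0.234), DNA repair (-0.201) and apical-basal polarity (-0.221) fell more in WT, and hypoxia and glycolysis genes (0.217) moved the other way. None of the 9 held with an estimated correlation (adjusted p = 0.646 each), fry (at least 0.147) or the exact permutation (at least 0.132), and the hypoxia call was lost in 9 of 16 fits with 1 library left out (adjusted p up to 0.223, without ARF16-2), kept only without B6J12-1, B6J15-3, B6J15-4, ARF18-1, ARF19-3, ARF8B-3 or ARF17-2. Removing the length trend left a median of 68.2% of these differences, most for polarity (84.2%) and least for autism (-0.04 remaining), and ended every call (lowest adjusted p = 0.0967), so a length trend among the libraries could account for part of them and stays open, while the cause of the lost calls was not tested. A difference in dissected tissue stays open too, since heart genes had the largest difference of a list median (1.093), although that list of 10 genes did not pass (adjusted p = 0.146, but 0.00949 without B6J12-1 and 0.0375 without ARF19-3). Endothelial (-0.513) and neural crest genes (-0.572) fell more in WT, as most of the 9 lists did, without passing camera (adjusted p = 0.0962 and 0.133). Without ARF9-3 both passed (adjusted p = 0.007 and 0.0106), and endothelial genes also passed without B6J15-2 or ARF19-3. A biological effect of p19Arf is equally open, and it is confounded with the single code prefix of the WT+VPA embryos.

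The third pattern is the large number of genes changed in WT+VPA. Chance is excluded if the embryos are independent, because 1 of 35 splits, the real one, reached 10433 genes in a fit of 8 libraries and the highest other reached 0, and the p19KO comparison gave 8479 genes in 1 of 35 and a highest other of 0. For WT that condition is in doubt, because the codes of the WT+VPA embryos share 1 prefix. The tables argue against litter for most of these genes, since 73.2% of them were called in the same direction in p19KO embryos with several prefixes, and against sex, since 92.6% stayed called in the same direction with a covariate for Y-linked counts. Dissected tissue stays open for the genes of other cell types: blood genes moved most, with a median of -2.197 in WT and -2.364 in p19KO, but only 4 of the 12 were significantly lower in WT, and they made up at most 0.259% of the counts of any library. A direct effect of VPA on these tissues was not tested and may explain the same values.

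Wdfy1 was the 1 gene whose VPA effect differed between genotypes over all genes (2.6), and 10 of 100 regroupings gave a count as large, with 4256 genes in the highest other, so chance is not excluded for this count. With the length trend removed 241 genes passed, reached in 2 of 100 regroupings with 2438 in the highest other, and with the Y-linked covariate 998 passed, reached in 2 of 100 with 4861 in the highest other. These large counts, several times the real ones, come from regroupings such as the exchange of the p19KO+VPA embryo ARF16-2 with the WT+VPA embryo B6J15-2 and point to a structure of the samples that the groups do not describe. The first component of the variation within groups held 21.9% of it, and its loadings correlated with exonic length (absolute Spearman 0.554). Values of ARF16-2 had the lowest Spearman correlation with exonic length of their group (-0.328), and those of B6J15-2 the highest of theirs (0.109). Length is not all of this structure, since 2438 genes passed in the highest other with the trend removed. Exchanged labels are argued against, because ARF16-2 was nearer to p19KO at 5 of 5 genes that differ between untreated genotypes and B6J15-2 at 2 of 5, as other WT+VPA embryos were (2, 2 and 1).

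The paper's text does not report gene tests between genotypes within a treatment for these libraries. In untreated embryos 5 genes differed between p19KO and WT, and in a fit of the 8 libraries alone 7 did, which 3 of 35 splits reached with 17 in the highest other, so chance is not excluded. Between p19KO+VPA and WT+VPA 42 genes differed, and in a fit of the 8 libraries alone 5 did, which 2 of 35 splits reached with 2301 in the highest other, so chance is not excluded there and a structure of the samples is again visible. In that other split ARF8B-3, ARF9-3, B6J15-1 and B6J15-2 stood against the rest. Their Spearman correlations with exonic length ran from 0.009 to 0.213, and those of the rest from -0.328 to -0.083.

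Among 72 groups of 4 libraries over 18 measures, 6 held a library far from the other 3, where chance gives about 1 in 20. The WT+VPA embryo B6J15-2 lay apart on the first principal component (38.6, others 40.95 to 41.21), on the second (2.03, others 7.32 to 8.05) and in the percent of counts from blood genes (0.0403, others 0.0024 to 0.00746). The mean log2 CPM of the Hippo list was 5.71 in the WT embryo B6J10-4, and that of the cytosolic synthetases was 8.16 in the p19KO embryo ARF7-1 (others 8.08 to 8.09) and 7.93 in the p19KO+VPA embryo ARF9-3 (others 7.83 to 7.84).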

How the results depend on the processing

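The removal of length trends and of length and GC trends, the covariate for Y-linked counts and the exact permutation of genotype within treatment were chosen only after the data had been seen, and the other settings were not. No paired analysis was possible because no embryo code occurs in more than 1 group, and the number after the prefix recurs within 3 of the 4 groups, so it does not match embryos across them. An absolute log2 fold change of at least 1 gives no value for a list, and fits of 8 libraries give none for the difference between genotypes.

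The counts of genes changed by VPA in either genotype, and the size of the set lower in WT only, stayed within 1.5 times their values under every setting except the fold threshold. That threshold by its construction left 1818 lower and 3036 higher genes in WT+VPA, 1325 lower and 2855 higher in p19KO+VPA, a set of 933 (51.3%), 3 genes for p19KO against WT and 11 for p19KO+VPA against WT+VPA. The members of the set were less stable than its size. Of its 1568 genes, 1453 were also in the set with RLE factors, 1036 with the length trend removed, 885 with length and GC trends removed and 796 with library size alone. Defined by the test of the difference between genotypes, the set held 0% of the genes lower in WT. The number of genes with a VPA effect that differs between genotypes moved most, from 1 to 187 with no filter, 1431 with DESeq2 on 16 libraries, 713 with limma-voom, 241 with the length trend removed, 65 with length and GC trends removed and 998 with the Y-linked covariate. The count for p19KO against WT was 22 with no filter, 180 and 1203 with DESeq2 on 16 and 8 libraries, 49 with limma-voom and 12 with length and GC trends removed. The count for p19KO+VPA against WT+VPA was 71 with no filter, 64 with at least 10 counts in every library, 505 and 299 with DESeq2 on 16 and 8 libraries, 5 with edgeR on 8 libraries, 463 with limma-voom, 186 with the length trend removed and 112 with length and GC trends removed.

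With 1 library left out, lower genes ranged from 4739 to 5245 in WT and from 4241 to 4706 in p19KO, higher genes from 4868 to 5439 and from 4655 to 5323, and the set from 1258 to 1886 (26.5% to 36.3%). The count for the difference ranged from 1 to 2056 (796 without B6J12-1, 406 without B6J15-2, 135 without ARF7-1, 2056 without ARF16-2, 6 without ARF8B-3 and 2 without ARF6-2 or ARF9-3). The count for p19KO against WT ranged from 3 to 32 (3 without B6J10-3 or B6J10-4, 32 without B6J12-1, 11 without ARF6-2 and 10 without ARF7-1). The count for p19KO+VPA against WT+VPA ranged from 9 to 93 (93 without ARF8B-3, 71 without ARF19-3, 27 without B6J10-4, B6J11-1 or ARF18-1, 25 without B6J10-3, 20 without ARF9-3, 17 without B6J15-4, 12 without B6J15-1, and 9 without B6J15-3, ARF16-2 or ARF17-2). The fit without a library also covers comparisons that library is not in, because the spread is pooled.

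List medians in WT ranged, with 1 library left out, from -0.585 to -0.493 for neural tube closure, -0.396 to -0.301 for microcephaly, -0.666 to -0.579 for autism, -0.309 to -0.21 for Wnt, -0.522 to -0.453 for Hippo, -0.462 to -0.379 for cytosolic synthetases, -0.574 to -0.456 for mitochondrial synthetases and -0.78 to -0.61 for export. In p19KO the ranges were -0.386 to -0.189, -0.168 to -0.012, -0.389 to -0.205, 0.011 to 0.092, -0.22 to -0.095, -0.195 to -0.107, -0.311 to -0.242 and -0.217 to -0.129, and for the difference -0.376 to -0.216, -0.285 to -0.211, -0.327 to -0.154, -0.345 to -0.2, -0.34 to -0.229, -0.183 to -0.116, -0.121 to -0.003 and -0.284 to -0.174. Calls were lost in WT for Wnt (-0.21, -0.211 and -0.227 without B6J10-4, B6J15-3 and B6J15-4) and in p19KO for neural tube closure (-0.228 without ARF6-2 and -0.189 without ARF16-2), cytosolic synthetases (-0.116, -0.144, -0.107 and -0.144 without ARF7-1, ARF8B-3, ARF16-2 and ARF17-2) and export (-0.168, -0.146, -0.129 and -0.163 without ARF6-2, ARF7-1, ARF16-2 and ARF17-2). For the difference, the export call was lost (-0.216 without B6J15-3 and -0.245 without ARF6-2) and a call was gained for cytosolic synthetases (-0.183, -0.157 and -0.155 without B6J15-1, ARF19-3 and ARF8B-3).

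An estimated correlation, which leaves the medians as they are, ended every list call at a claim: in WT for neural tube closure (-0.544), microcephaly (-0.341), autism (-0.653), Wnt (-0.255), Hippo (-0.504), cytosolic (-0.429) and mitochondrial synthetases (-0.538) and export (-0.745), in p19KO for neural tube closure (-0.293), autism (-0.315), cytosolic (-0.163) and mitochondrial synthetases (-0.292) and export (-0.166), and for the difference for neural tube closure (-0.281), microcephaly (-0.25), autism (-0.221), Wnt (-0.237), Hippo (-0.266) and export (-0.234). Fry ended the same 6 difference calls. The exact permutation ended them too, with differences of mean log2 CPM of -0.262, -0.273, -0.245, -0.245, -0.209 and -0.306 (exact p = 0.0273, 0.0282, 0.0784, 0.0102, 0.165 and 0.0257 before adjustment). Removal of the length trend ended them at -0.155, -0.123, -0.04, -0.195, -0.104 and -0.171, and removal of length and GC trends at -0.106, -0.114, -0.068, -0.118, -0.075 and -0.19. The export difference was also lost with library size alone (-0.188), at least 10 counts in every library (-0.213) and the Y-linked covariate (-0.341), and the cytosolic difference passed with no filter (-0.171), DESeq2 on 16 libraries (-0.152) and limma-voom (-0.13).

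In WT the Wnt call was lost with library size alone (-0.014), at least 10 counts (-0.167), edgeR on 8 libraries (-0.246), limma-voom (-0.24), the length trend removed (-0.205) and length and GC trends removed (-0.211), and the Hippo call with length and GC trends removed (-0.303). In p19KO the neural tube closure call was lost with at least 10 counts (-0.224) and the Y-linked covariate (-0.248), the mitochondrial call with library size alone (-0.096) and at least 10 counts (-0.225), the cytosolic call with RLE factors (-0.146), library size alone (0.033), at least 10 counts (-0.095), edgeR on 8 libraries (-0.159) and the Y-linked covariate (-0.147), and the export call with the same settings (-0.146, 0.031, -0.095, -0.162 and -0.163). With library size alone the cytosolic and export medians thus turned positive while their tests still pointed down relative to other genes. The microcephaly list passed in p19KO with DESeq2 on 16 (-0.075) and 8 libraries (-0.078) and with fry (-0.102). Of single genes, Sesn2 in WT+VPA turned from no change to -0.295 with length and GC trends removed (adjusted p = 0.0498). For the changes in this part other than that of the fold threshold, the cause was not tested.

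For the genes named, 4630 values under the other settings kept their status, passing or not passing, 192 gained a call, 166 lost one and 1 reversed. With 1 library left out 6924 kept their status, 132 gained a call and 48 lost one. Values that kept their status are not all calls. Over both kinds of fit, 3563 of them were for the difference between genotypes, where only Wdfy1 passed over all genes. The effect of depth was not tested. Simulated log2 changes of 0.5 were mostly missed with 4 embryos per group when 200 genes changed. With so few changed genes the adjusted threshold is stricter than in the real VPA comparisons, where most genes passed, so this does not give their power.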

Differences from the paper's values

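The paper's text states no count of genes and no fold change for these libraries, and the source data sheets behind its enrichment figures, held here only in part, were not compared. It reports exencephaly as the single mouse phenotype term of Fig 6A enriched among the genes lower in p19KO+VPA. Of the 3 phenotype lists used here, both neural tube closure and autism passed camera in p19KO (adjusted p = 0.0321 and 0.0109), while microcephaly did not (adjusted p = 0.131). These lists are not the paper's terms, and the paper's threshold on its enrichment differs from the one used here. With an estimated correlation, set before the data were examined, none of the 3 passed in p19KO.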

Other observations

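The test of DNA from another strain was chosen only after the result had been seen.

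More genes of the neuroepithelium fell than rose with VPA in both genotypes, and more synaptic genes rose than fell. Of 22 neuroepithelium genes, 15 were lower and 0 higher in WT+VPA, also when adjusted over the list alone, and 15 were lower and 2 higher in p19KO+VPA. Lin28a, an RNA-binding protein of early progenitors, fell by 1.36 ± 0.08 in WT (SE, n = 4 embryos per group) and by 1.11 in p19KO, and the adhesion gene Cdh2 (-1.31 and -0.44) and the apical membrane gene Prom1 (-1.21 and -0.52) also fell in both. The p19KO call for Cdh2 was lost without ARF6-2, ARF7-1, ARF18-1, ARF16-2 or ARF17-2 (adjusted p = 0.0658, 0.107, 0.073, 0.162 and 0.0978). Of 16 genes of early neurons, 9 were higher and 4 lower in each genotype (10 and 4 in WT and 9 and 4 in p19KO when adjusted over the list alone). The proneural factor genes Ascl1 (-5.08 ± 0.94 in WT, -3.80 in p19KO) and Neurog2 (-1.91 and -2.45) fell, whereas the neuronal genes Elavl3 and Stmn2, a microtubule regulator (1.99 and 1.32), rose, so the median (0.84 in WT) and the mean (0.24) hide members that go both ways. Synaptic genes were higher in p19KO too, 22 of 34 with 4 lower (23 and 5 when adjusted over the list alone). In the midbrain and isthmus list 10 of 13 genes were lower and 0 higher in each genotype (11 in WT and 10 in p19KO when adjusted over the list alone), with En2, a factor of the midbrain (-2.18 and -1.12), and Otx2, a factor of forebrain and midbrain (-0.36 and -0.72), among them. By camera the adjusted p in WT was 0.00102 for neuroepithelium, 0.168 for early neurons, 0.000165 for synaptic genes and 0.00344 for midbrain, and in p19KO 0.0109, 0.131, 0.000832 and 0.00923, and with an estimated correlation no adjusted p was under 0.159. None of these lists passed the test of the difference between genotypes (adjusted p = 0.146, 0.689 and 0.689 for neuroepithelium, early neurons and midbrain, and 0.0356 for neuroepithelium without ARF9-3).

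More genes of the cell cycle fell than rose in both genotypes. Of 41 genes of G1/S and replication, 27 were lower and 8 higher in WT+VPA and 21 lower and 2 higher in p19KO+VPA, with the same counts when adjusted over the list alone, including the helicase genes Mcm7 (-1.11 and -0.86) and Mcm6 (-0.78 in WT and -0.04 in p19KO) and the ribonucleotide reductase gene Rrm2 (-1.03 and -1.08). Of 37 G2/M genes, 22 were lower and 3 higher in WT and 16 and 3 in p19KO, again with the same counts over the list alone, with falls in Cdc20, an activator of the anaphase complex (-0.97 and -0.79), and the mitotic kinase gene Plk1 (-0.71 and -0.61) and a rise in the phosphatase gene Cdc25c (0.49 in WT). In WT the camera adjusted p was 0.00344 and 0.00468, and in p19KO 0.0183 and 0.0217, but none passed with an estimated correlation (adjusted p from 0.159 to 0.578). Of 27 p53 targets, 10 were higher and 6 lower in WT and 15 higher and 5 lower in p19KO, with the same counts when adjusted over the list alone (camera, adjusted p = 0.333 and 0.0731, the latter 0.0436 without ARF19-3). Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 2.21 ± 0.20 in WT (adjusted p = 4.42e-08) and by 1.97 ± 0.20 in p19KO (adjusted p = 2.21e-07), and the sugar reductase gene Dcxr by 3.33 and 2.54, while the nuclease gene Aen fell (-0.96 and -0.44). Sesn2, a stress sensor, did not pass in WT (0.00 ± 0.15) and rose in p19KO (0.79, adjusted p = 0.000195), with no call for the difference (adjusted p = 0.068, but 0.0256 without ARF16-2). Of 20 SASP genes, 9 were lower and 4 higher in WT and 9 lower and 3 higher in p19KO (9 and 5, and 10 and 3, when adjusted over the list alone), with falls in Igfbp5, which binds insulin-like growth factors (-2.55 and -1.81), and the protease gene Mmp14 (-2.55 and -1.82) and rises in the growth factor gene Areg (5.24 and 5.03) and the adhesion gene Icam1 (1.74 and 1.44). The SASP list lay near the threshold in both genotypes (camera, adjusted p = 0.0548 and 0.0572, but 0.311 and 0.412 with an estimated correlation, while fry gave 3.7e-07 and 8.37e-06). It passed camera in WT without B6J10-3, B6J10-4, B6J11-1, B6J15-2 or ARF9-3 (adjusted p = 0.0411 to 0.0484) and in p19KO without B6J10-3, ARF7-1, ARF18-1 or ARF16-2 (0.036 to 0.0476), and its median in WT changed sign between edgeR (-0.39) and DESeq2 on 8 libraries (0.07).

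Some genes that the paper measured by other methods, in other embryos, were also counted. For Pax6, Tbr2 and Tuj1 the paper stained protein in cortical sections of later stages, whereas the values here are RNA of forebrain and midbrain at E8.75. Il6 held totals of 0, 4, 0 and 0 counts in WT, WT+VPA, p19KO and p19KO+VPA, Il1a 0, 4, 1 and 3, Il1b 0, 0, 2 and 0 and Serpine1, which encodes Pai1, 9, 17, 13 and 16, too few to test. Tubb3, a neuronal tubulin, rose in both genotypes (0.90 and 0.87), as did Eomes, which encodes Tbr2 (1.19 and 1.19), and Pax6, a factor of apical progenitors, did not pass (0.25, adjusted p = 0.153, and 0.27, adjusted p = 0.12, or 0.0154 without ARF9-3). The p19KO call for Eomes was lost without ARF9-3 (0.95, adjusted p = 0.0536). The progenitor gene Sox1 fell in both (-0.38 and -0.77), but its WT call was lost without B6J12-1, B6J11-1, B6J15-1, B6J15-2 or B6J15-4 (adjusted p = 0.0793, 0.055, 0.0705, 0.0674 and 0.0557), and Six3 (-0.07), Meox1 (-0.35) and Mmp9 (-0.24) did not pass in WT. Hdac1 was slightly higher in WT+VPA (0.23, adjusted p = 0.0131, but 0.0533 without B6J10-3) and Hdac2 slightly lower in p19KO+VPA (-0.46, adjusted p = 0.0003), and of 18 histone deacetylase and sirtuin genes 7 were higher and 3 lower in WT and 6 were higher and 6 lower in p19KO. Of the 15 tested genes that the paper names, 4 were higher and 5 lower in WT+VPA. Cdkn2b, next to Cdkn2a, held 2 to 8 counts in untreated and 47 to 104 in VPA-exposed libraries and was chosen after its values were seen.

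The other lists are given as counts in WT+VPA of higher and lower genes, with the median. They were 7 and 0 of 14 immediate early genes (0.39, camera adjusted p = 0.0436 but 0.411 with an estimated correlation, and lost without B6J10-3, B6J10-4, B6J15-1 or B6J15-3, at adjusted p = 0.0523 to 0.0691), 0 and 7 of 18 forebrain genes (-0.24), 2 and 1 of 9 hindbrain and posterior genes (1.29), 6 and 4 of 18 head mesenchyme genes (0.12), 4 and 3 of 16 surface ectoderm genes (0.075), 2 and 4 of 15 foregut and yolk sac genes (-0.555), 1 and 4 of 12 blood genes, 3 and 0 of 10 heart genes (1.70), 0 and 2 of 3 macrophage genes (-1.40), 4 and 1 of 10 germline genes (0.36), 5 and 5 of 19 hypoxia and glycolysis genes (-0.07), 8 and 11 of 27 polarity genes (-0.18, with a mean of 0.23) and 0 and 1 of 8 mitochondrial transcripts (-0.30). Apart from immediate early genes none of these passed camera in WT, although heart genes did without B6J12-1, B6J15-2 or ARF19-3 (adjusted p = 0.00895 to 0.0477). In p19KO, 7 of the 8 mitochondrial transcripts were lower (-0.74, camera adjusted p = 0.0321 but 0.578 with an estimated correlation, and 0.0536 and 0.0513 without ARF8B-3 and ARF9-3), and of 15 endothelial genes 10 were lower and 0 higher (-0.63, adjusted p = 0.0109 but 0.448). In untreated embryos the foregut and yolk sac list was higher in p19KO than in WT (1.34, adjusted p = 0.0109, but 0.0533 without ARF6-2 and 0.0977 without ARF7-1), and so were hypoxia and glycolysis genes (0.22, adjusted p = 0.00507, but 0.0557 without ARF6-2), neither with an estimated correlation (adjusted p at least 0.872). Between p19KO+VPA and WT+VPA, neural crest genes (0.60, adjusted p = 0.0308) and macrophage genes (1.48, adjusted p = 0.0358) were higher and head mesenchyme genes (-0.10, adjusted p = 0.0361) lower in p19KO+VPA, none with an estimated correlation. The crest call was lost without B6J15-1, ARF8B-3, ARF16-2 or ARF17-2 (adjusted p = 0.0519 to 0.192), the macrophage call without B6J12-1, B6J11-1, B6J15-1, B6J15-3, ARF6-2, ARF18-1, ARF9-3, ARF16-2 or ARF17-2 (0.061 to 0.198) and the mesenchyme call without B6J15-1, B6J15-2, B6J15-3, ARF6-2, ARF8B-3 or ARF9-3 (0.0565 to 0.113).

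Among Reactome sets, those of translation were strongest among the genes lower in p19KO+VPA, where 138 sets passed. That count was 88 without ARF8B-3, 89 without ARF7-1 and 188 without ARF16-2. Cap-dependent translation initiation held 96 lower genes of 108 (one-sided Fisher's exact test, adjusted p = 1.6e-37) and peptide chain elongation 75 of 79 (adjusted p = 1.9e-34). Changes with VPA followed transcript length in opposite directions in the genotypes. The shortest genes (exonic length up to 2322.5 bases) had a median of -0.189 in p19KO+VPA and 0.15 in WT+VPA. The longest genes (from 6325 bases) had medians of 0.074 and -0.184. The lengths of the translation genes were not examined, so a length trend stays open as a source of part of this result. Among the sets that passed in the genes lower in WT+VPA were mRNA splicing (70 of 115, adjusted p = 5.1e-08) and translation (77 of 139, adjusted p = 1.36e-06), and the set of cellular senescence held 51 of 109 (adjusted p = 0.0124), against 42 of 109 in p19KO (adjusted p = 0.08). The higher genes held receptors of the rhodopsin family (73 of 130, adjusted p = 6.87e-06) and interferon gamma signaling (39 of 61, adjusted p = 5.52e-05). In the set lower in WT only 8 Reactome sets passed, a count that ran from 0 to 19 over the other settings. With 1 library left out it was 0 without B6J10-3, B6J10-4, B6J15-3 or B6J15-4, 2 without ARF6-2, 4 without ARF7-1 or ARF18-1, 5 without B6J15-1, ARF19-3 or ARF8B-3, 14 without B6J15-2 and 22 without B6J12-1.

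Lower activity of ATF4 in the integrated stress response, which drives several synthetase genes, was tested as an explanation for the fall of the cytosolic synthetases in WT+VPA. It stays open: the ATF4 targets without synthetases had a median of 0.185 in WT+VPA against -0.43 for the cytosolic synthetases, but their members went both ways. Of 23 targets 10 were higher and 4 lower, also when adjusted over the list alone, and 9 had a negative log2 fold change. The bound set before the data were examined, a median of 0 or higher, counted against ATF4 and was met. A further condition, that the distance between the medians exceed the SD over the targets (0.862), was added later and was not met. That SD describes the scatter of the targets and not the error of their median, so it does not decide the question. Fry found the targets higher (adjusted p = 9.11e-05), whereas camera did not (adjusted p = 0.333, and 0.483 with an estimated correlation). The amino acid transporter gene Slc7a3 (1.31) and the transaminase gene Gpt2 (1.08) rose and the folate enzyme gene Mthfd2 (-0.35) and Atf4 itself (-1.12 ± 0.10, adjusted p = 2.11e-08) fell. The median of the targets turned slightly negative with length and GC trends removed, without passing.

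Genes that differ between the genotypes lie on chromosome 4, which carries Cdkn2a, more often than other genes do. Of 45 genes called in either treatment, 11 were on chromosome 4 (24.4%, against 6.13% of tested genes, Fisher's exact p = 6.42e-05). The 5 genes called in untreated embryos, chosen after their values were seen, were Klhl9 (-0.72), Ptprd (-1.48), Snapc3 (0.65) and Efcab7 (1.66) on chromosome 4, at -0.6, -13.3, -5.9 and 10.6 Mb from Cdkn2a (negative toward the start of the chromosome), and Gm3507 (9.32) on chromosome 17. The Ptprd call was lost without B6J10-3, B6J10-4 or ARF18-1 (adjusted p = 0.0512 to 0.0754) and the Snapc3 call without these, B6J11-1 or ARF7-1 (0.0634 to 0.152). Of the 11, 5 lie far from Cdkn2a, at -83.1, 33.7, 37.8, 45.6 and 46.9 Mb, and were called in VPA-exposed embryos alone. DNA from another strain kept around the targeted allele may be a source of the differences nearer to Cdkn2a, at -13.3 to 10.6 Mb, but the p of 6.42e-05 covers the far genes as well, and the effect of the targeted allele itself on its neighbours was not tested. Of the 42 genes called between VPA-exposed genotypes, the nucleolar gene Ncl (0.44), also chosen after its values were seen, was higher in p19KO+VPA and kept its call without any 1 library. Without single libraries this count of 42 ran from 9 (without B6J15-3, ARF16-2 or ARF17-2) to 93 (without ARF8B-3).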
